# Genome-wide analysis of p53 transcriptional programs in B cells upon exposure to genotoxic stress *in vivo*

**DOI:** 10.18632/oncotarget.5232

**Published:** 2015-09-05

**Authors:** Claudia Tonelli, Marco J. Morelli, Salvatore Bianchi, Luca Rotta, Thelma Capra, Arianna Sabò, Stefano Campaner, Bruno Amati

**Keywords:** p53, transcription, DNA damage, B cells, chromatin

## Abstract

The tumor suppressor p53 is a transcription factor that coordinates the cellular response to DNA damage. Here we provide an integrated analysis of p53 genomic occupancy and p53-dependent gene regulation in the splenic B and non-B cell compartments of mice exposed to whole-body ionizing radiation, providing insight into general principles of p53 activity *in vivo*. In unstressed conditions, p53 bound few genomic targets; induction of p53 by ionizing radiation increased the number of p53 bound sites, leading to highly overlapping profiles in the different cell types. Comparison of these profiles with chromatin features in unstressed B cells revealed that, upon activation, p53 localized at active promoters, distal enhancers, and a smaller set of unmarked distal regions. At promoters, recognition of the canonical p53 motif as well as binding strength were associated with p53-dependent transcriptional activation, but not repression, indicating that the latter was most likely indirect. p53-activated targets constituted the core of a cell type-independent response, superimposed onto a cell type-specific program. Core response genes included most of the known p53-regulated genes, as well as many new ones. Our data represent a unique characterization of the p53-regulated response to ionizing radiation *in vivo*.

## INTRODUCTION

The tumor suppressor p53 is central to the regulation of cell fate in response to a wide variety of cellular insults including DNA damage, oncogene overexpression, hypoxia and oxidative stress, among others. Once activated, p53 can promote responses including apoptosis, senescence, cell cycle arrest and metabolic reprogramming [1, 2]. Consistent with its critical role in the regulation of these tumor suppressive programs, the *TP53* gene is frequently mutated in human cancers. Most of these mutations occur in the exons encoding the DNA binding domain of the protein, highlighting how crucial p53's function as a transcription factor is for its activity [3].

In spite of extensive research, our understanding of the detailed molecular mechanisms activated by p53 remains incomplete. Previous genome-wide studies of p53 chromatin occupancy using chromatin immunoprecipitation (ChIP) followed by hybridization (ChIP-chip) [4–7], paired-end ditag PET sequencing (ChIP-PET) [8], deep sequencing (ChIP-Seq) [9–28] or exonuclease treatment (ChIP-exo) [29] coupled with gene expression data helped in filling in part this gap. First of all, the p53 binding motif, or p53 response element (p53-RE), was better characterized and software tools for its identification were developed [4, 8, 16]: the p53-RE is defined as two decameric half sites, each with the consensus 5′-RRRCWWGYYY-3′ (R = purine, W = A or T, Y = pyrimidine), prevalently placed one next to the other or, with lower incidence, separated by a spacer of 1-13 bp [30–32]. Second, novel pathways and regulatory connections were discovered. For example, p53 regulates differentiation of mouse embryonic stem cells through the induction of genes in the Wnt signaling pathway [5] and induces an autophagy program in mouse embryonic fibroblasts in response to the DNA damaging agent doxorubicin [14]. Finally, it was observed that p53 plays a role at large distances from transcription start sites (TSSs). Distal p53 binding sites can reside either in active enhancers [28, 33] or in closed chromatin [24, 25], and have been associated with the regulation of non-coding RNA species, such as microRNAs [34] and long intergenic non-coding RNAs [23, 26]. Here, to characterize the p53-dependent programs *in vivo*, we compared the transcriptional responses to whole-body ionizing radiation (IR) in B cells and a T cell-enriched population from either wild-type or *Trp53^−/−^* mice. We chose to use DNA damage as a p53 activating stimulus because *Trp53* null thymocytes were previously shown to be deficient in radiation-induced apoptosis, demonstrating the importance of p53 in the response to genotoxic stress [35, 36]. Our study revealed novel components of the p53-regulated network. Moreover, we showed that p53 binding to the canonical response element as p53 binding strength associates with p53-dependent gene induction, but not repression. To our knowledge, this dataset represents the first whole genome mapping of p53 binding and gene expression profiles in response to stress performed *in vivo*.

## RESULTS

We compared p53 binding and mRNA expression profiles in response to whole-body ionizing radiation in mouse splenic mature B cells and in a T cell-enriched population constituted by the rest of the cells in the organ (hereafter “non-B cells”, Figure 1A), from either wild-type or *Trp53^−/−^* mice. DNA damage induced p53 stabilization and p53-dependent apoptosis (Figure 1B, 1C), without affecting the distribution of the cells in the different cell cycle phases, as these cells were mainly quiescent and remained in G_0_/G_1_ following IR (Figure 1D). Targeted ChIP analysis and ChIP-seq profiling confirmed IR-induced binding of p53 to the known target loci *Cdkn1a* and *Mdm2*, with no signal detected in total splenic cells from irradiated *Trp53^−/−^* mice, thus demonstrating the specificity of the p53 antibody (Figure 2A, 2B). Irradiation greatly increased the total number of p53 binding sites in either mature B cells and non-B cells (from around 1,000 to more than 20,000). Virtually all of the sites identified in the non-irradiated samples were also retrieved in the irradiated ones, where they constituted some of the most enriched peaks (Figure 2C, 2D). The overlap in the p53 peaks between B and non-B cells increased with peak enrichment (Figure 2E), reaching 75-85% overall in the irradiated samples (Figure 2F), indicative of very similar p53 binding profiles in the two different cell populations.

**Figure 1:**
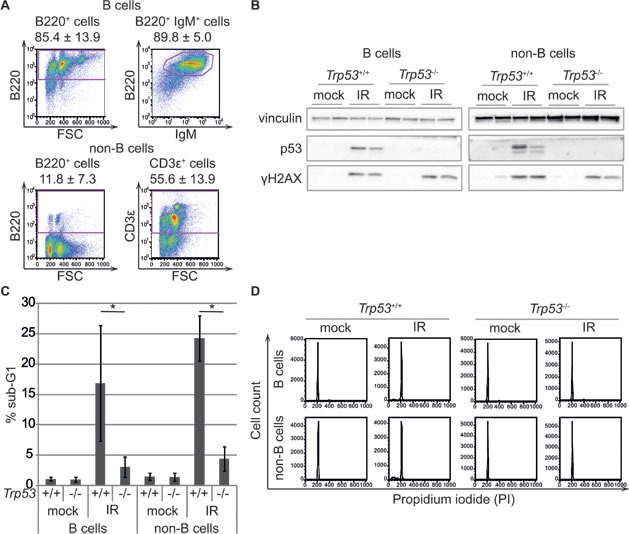
Phenotypic characterization of the experimental model **A.** FACS analysis of splenic cells after sorting for the B220 isoform of CD45. B cells (B220^+^ cells) are analyzed for B220 and IgM expression and non-B cells (B220^−^ cells) for B220 and CD3ε expression. The data represent the average ± standard deviation of flow cytometric analyses of twelve mice. **B.** p53 stabilization is induced by DNA damage in B and non-B cells from *Trp53^+/+^* mice treated with 7 Gy of irradiation (IR) compared to control animals (mock) and *Trp53^−/−^* animals. Four hours after IR, spleens are harvested from each mouse and B and non-B cells are purified by cell sorting for B220. Protein lysates from individual mouse cells are subjected to western blot analysis with antibodies specific for the indicated proteins. Phosphorylation of H2AX is shown as a positive control for DNA damage. **C.** The accumulation of cells with sub-G1 DNA content is examined using flow cytometry in B and non-B cells from control (mock) and irradiated (IR) *Trp53^+/+^* and *Trp53^−/−^* mice. The reported values represent the average ± standard deviation of three biological replicates. *p < 0.05 (Student's *t*-test) **D.** Representative flow cytometric analysis of DNA content (Propidium iodide staining) of B and non-B cells from control (mock) and irradiated (IR) *Trp53^+/+^* and *Trp53^−/−^* mice.

**Figure 2:**
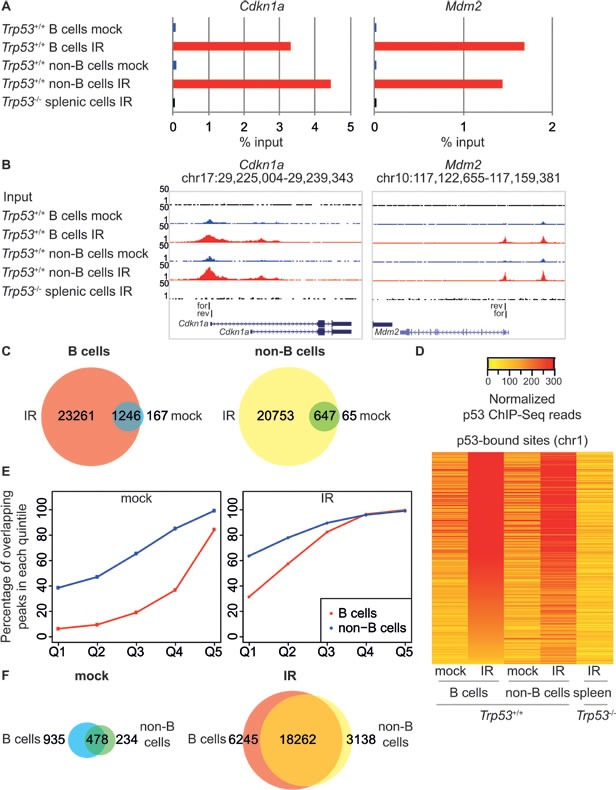
Genome-wide analysis of p53 binding in response to IR **A.** p53 ChIP-qPCR analysis of the *Cdkn1a* and *Mdm2* promoters. ChIP data are quantified as percentage of input. **B.** UCSC Genome Browser views of p53 ChIP-Seq peaks in B and non-B cells from control (mock; blue tracks) and irradiated (IR; red tracks) *Trp53^+/+^* animals, negative control ChIP-Seq in splenic cells from irradiated *Trp53^−/−^* animals and Input control data (black tracks) at the same loci as in A. The same scale is used for all examples presented (1-50 ChIP-Seq tags). The region amplified in ChIP-qPCR is indicated (for: forward primer; rev: reverse primer). **C.** Overlap between p53 binding sites in control (mock) and irradiated (IR) B and non-B cells from *Trp53^+/+^* mice. **D.** Heatmap showing library size-normalized ChIP-seq read counts for all p53-bound sites at chromosome 1 in B and non-B cells from control (mock) and irradiated (IR) *Trp53^+/+^* mice and total splenic cells from irradiated *Trp53^−/−^* mice, as indicated. Peaks are ranked from top to bottom by reads density in irradiated B cells. **E.** Percentage of overlapping p53 peaks of different enrichment levels between mock (left panel) and irradiated (right panel) B and non-B cells. Peaks are grouped based on the enrichment values into quintiles (Q1-Q5); for each quintile the percentage of overlapping peaks is indicated. **F.** Overlap between p53 binding sites in B and non-B cells from control (mock) and irradiated (IR) *Trp53^+/+^* mice.

A *de novo* motif analysis using MEME [37] on the 1000 most highly enriched p53 peaks identified the p53 consensus in the irradiated samples (Figure 3A), closely resembling the one observed in previous genome-wide studies [4, 8, 13, 15]. Using the p53 matrix derived by MEME, we scanned all p53 ChIP-Seq peaks with FIMO [38] and checked for the occurrence of the inferred p53 motif accounting also for a spacer of 1-15 nucleotides (nt) between the two decameric half sites. The unsplit p53-RE was identified in approximately 12 to 32% of the binding sites and another 15 to 22% presented the motif with a 1-15 nt spacer (Figure 3B, 3C). About one quarter of these sites included multiple copies of the p53-RE, as observed in [14, 29]. In the irradiated samples, p53-REs with no spacer constituted the highest affinity sites followed by motifs with a spacer, as indicated by peak intensity (Figure 3D) [15]. The remaining sites without an identifiable motif showed the lowest binding levels: we surmise that p53 may associate with those sites through either non-sequence specific DNA binding, protein-protein interactions, or chromatin looping.

**Figure 3:**
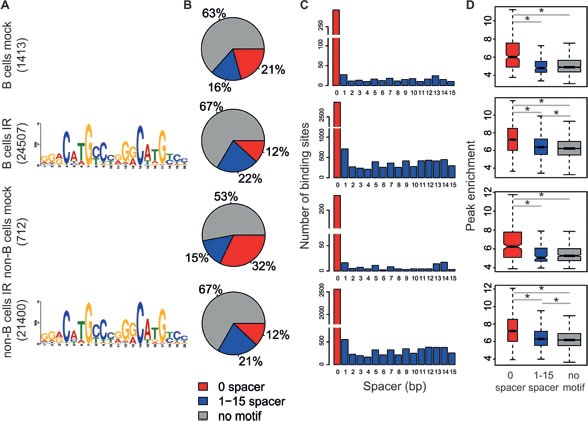
Motif analysis of p53 binding sites The analysis presented here was performed as described in [15]. **A.** Consensus p53-response elements identified by MEME *de novo* motif analysis on the top 1000 p53-binding sites for each sample. **B.** Frequency of p53-binding sites containing no motif (grey), motif with zero spacer between the two decameric half sites (red), motif with a 1-15 nt spacer (blue). **C.** Distribution of spacer lengths between p53-RE half sites. **D.** Boxplots of the peak enrichment of p53-binding sites as a function of the associated motif (color code as in B). The boxes were drawn with widths proportional to the square-roots of the number of observations in the groups. *p < 10^−7^ (Student's *t*-test).

To better characterize the p53 binding sites, we classified them according to their position in the genome and chromatin-associated features, using RNA polymerase II (RNA polII) and the active histone marks H3K4me3, H3K4me1 and H3K27ac [39] that we had previously mapped in the same population of B cells in non-irradiated mice [40], as well as DNaseI hypersensitive sites (DHS). Virtually all promoter-proximal p53 binding sites shared these features, indicating that p53 associated with promoters that pre-existed in an active and accessible state in non-irradiated B cells (Figure 4A, 4B, 4G, 4H). 75% of the p53-bound distal sites in irradiated B cells showed high H3K4me1 and low H3K4me3 levels and also presented H3K27ac, characteristic of active enhancers [39] (Figure 4C, 4D, 4G, 4H). The remaining distal sites lacked any of the investigated chromatin marks and were located in regions protected from DNase I digestion, indicative of closed chromatin prior to irradiation (Figure 4E, 4F, 4G, 4H). In both control and irradiated B cells, 15 to 20% of the p53 peaks were unmarked distal sites and the remaining ones were similarly distributed between promoters and enhancers (Figure 4I). Remarkably, these unmarked distal sites were the most highly enriched for the p53 consensus (Figure 4J). Together with their compact state and the lack of active chromatin marks prior to p53 activation, these sites are reminiscent of “proto-enhancers”, at which p53 was proposed to act as a pioneer transcription factor: this will require further investigation, however, since no opening of the chromatin was observed upon p53 binding at those sites [24].

**Figure 4:**
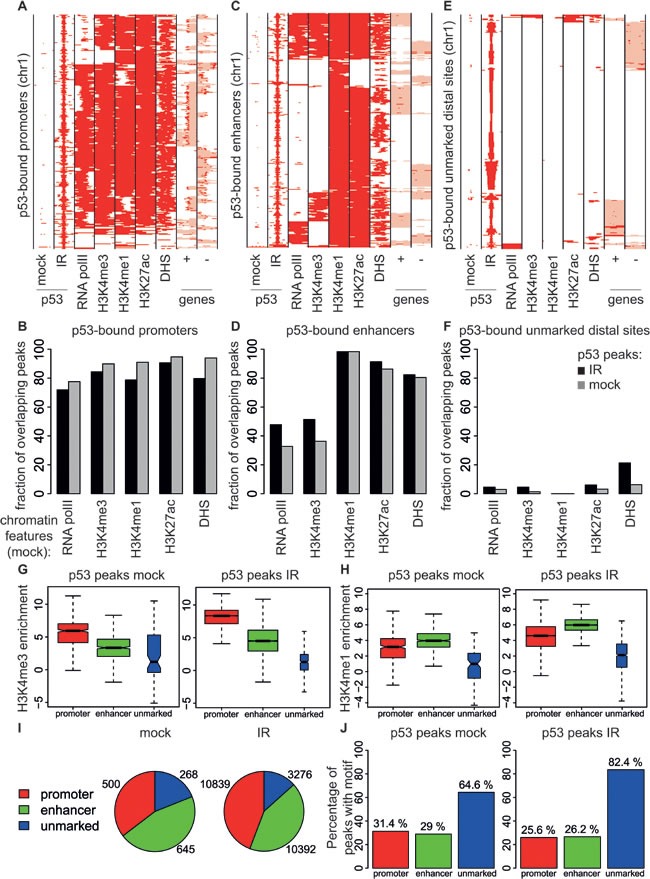
Genomic distribution of p53 binding sites in B cells **A.**, **C.**, **E.**. Heatmaps showing the distribution of p53 at **A**. annotated promoters (−5/+2 kb from the TSS) **C.**, enhancers (H3K4me1-positive regions, not overlapping with promoters) and **E.** unmarked distal regions (everything else). Each row represents a different genomic interval (2 kb width centered on p53 peaks). The panels include every region in chromosome 1 that was identified as p53-bound by ChIP-seq in the B cells. For the same intervals, the distributions of RNA polII, H3K4me3, H3K4me1, H3K27ac, DHS in non-irradiated B cells and annotated genes (exons in red, introns in pink; + sense, -antisense strand) are also shown. **B.**, **D.**, **F.**. As in [24] these panels show the percentage of p53 peaks overlapping with RNA polII, H3K4me3, H3K4me1, H3K27ac, DHS peaks at **B.** promoters **D.** enhancers and **F.** unmarked distal regions. **G.**, **H.** Box plots showing the enrichment of H3K4me3 or H3K4me1 peaks overlapping with p53 binding sites at promoters (red boxes), enhancers (green boxes), and unmarked distal regions (blue boxes) in B cells from control (mock) and irradiated (IR) wild-type mice. The boxes were drawn with widths proportional to the square-roots of the number of observations in the groups. **I.** Number of p53 binding sites at promoters (red), enhancers (green), and unmarked distal regions (blue) in B cells from control (mock) and irradiated (IR) wild-type mice. **J.** Percentage of p53 peaks at promoters (red bars), enhancers (green bars) and unmarked distal regions (blue bars) containing the p53 motif.

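RNA was sequenced from splenic B cells and from the remaining, non-B cells of mice of 8 weeks of age, either left unstressed or collected 4 h after whole-body irradiation at 7 Gy. For each cell type and treatment, 4 *Trp53+/+* and 2 *Trp53-/-* samples were available, 24 samples in all. Purified RNA was treated with DNase and depleted of ribosomal RNA before library preparation. The authors masked read bases under a quality of 20, aligned the reads to mm9 with TopHat, kept 1 read of each set of duplicates and assigned the reads to the exons of UCSC genes with featureCounts. They deposited the result as RPKM, the reads per kilobase of gene scaled to the reads mapped to exons, for 21671 genes in every sample. Read counts are not in the files analysed here, so that the count-based test of the paper was not repeated. Differential expression was tested with limma, with a mean-variance trend, on log2(RPKM + 0.5), in 1 fit per cell type over its 12 samples with a mean for each of the 4 combinations of genotype and treatment, and the p-values were adjusted by the Benjamini-Hochberg method.

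The depth of each sample was estimated from the regular steps that single reads leave in the lowest RPKM values, with exonic lengths from an Ensembl annotation of the same genome build. It ranged from 4.77 to 11.09 M (mega) reads on exons, with a median of 8.82 M. The irradiated *Trp53+/+* B cell samples had 6.17, 4.77, 7.23 and 7.76 M reads and included the 2 shallowest samples, and 1 read on a gene of 2 kb is worth an RPKM of 0.1048 in the shallowest sample and of 0.0451 in the deepest. The files held no value that would separate duplicated from unique reads. As a measure of reads from genes that are silent in blood cells, 1296 olfactory and vomeronasal receptor genes were counted. Between 0.62% and 3.01% of them had an RPKM above 0 in the 12 unstressed samples. In irradiated *Trp53+/+* samples, this share was 32.02%, 42.75%, 1.39% and 10.03% in B cells and 18.21%, 2.31%, 46.91% and 30.17% in non-B cells, while it did not exceed 6.71% in irradiated *Trp53-/-* samples.

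**Figure D1:**
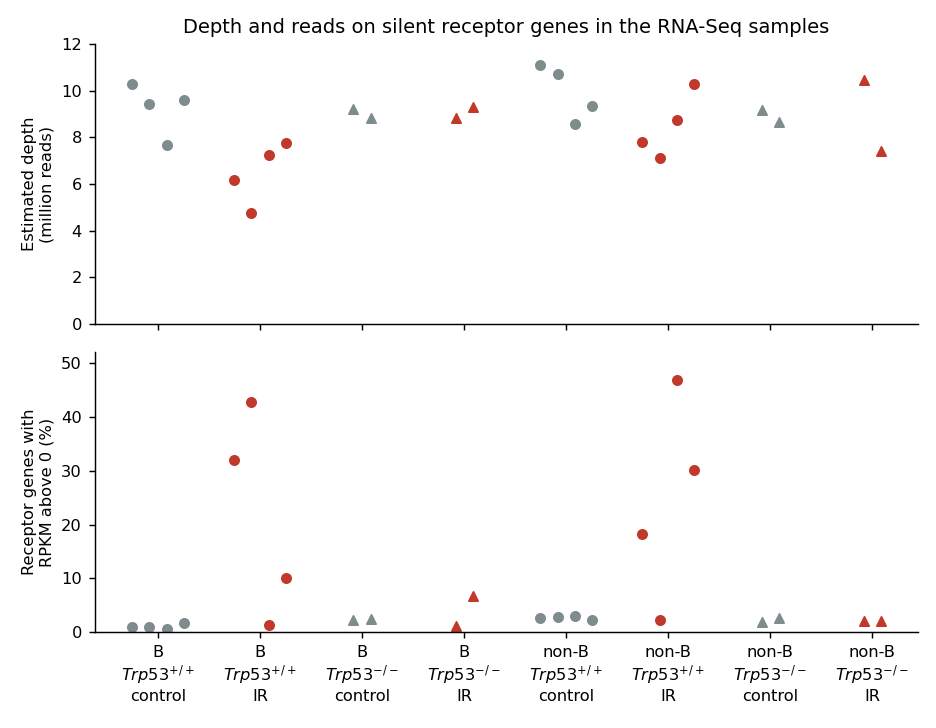
Estimated depth in M reads on exons (upper panel) and percentage of 1296 olfactory and vomeronasal receptor genes with an RPKM above 0 (lower panel), 1 point per sample, in replicate order within each group (circles, *Trp53+/+*; triangles, *Trp53-/-*; grey, control; red, IR). Only irradiated samples exceed 3.01% in the lower panel, with the highest value, 46.91%, in *Trp53+/+* non-B cells.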

We used RNA-Seq to profile gene expression before and after IR exposure. Normalizing the mean expression values of irradiated samples relative to those of unstressed controls yielded 3552 and 1759 differentially expressed genes (DEGs) in B and non-B cells, respectively, with roughly equal proportions of up- and down-regulated genes in either cell type (Figure 5A). 

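The limma fits covered 13821 genes in B cells and 14018 genes in non-B cells, those with an RPKM above 1 in at least 1 of the 8 *Trp53+/+* samples. At an adjusted p under 0.05 and an absolute log2 fold change above 0.58, 3415 genes responded to IR in *Trp53+/+* B cells, 1729 upward and 1686 downward. In *Trp53+/+* non-B cells there were 1381 DEGs, of which 805 were up- and 576 down-regulated. Leaving out each of the 12 samples of a cell type in turn gave from 3241 to 3518 DEGs in B cells and from 918 to 1425 in non-B cells, so that the count was less stable in the non-B population.

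The strongest p53-dependent induction in B cells was that of *Phlda3*, which rose from an RPKM of 1.02 ± 0.07 (SD, n = 4) to 109.4 ± 11.5 (SD, n = 4), a log2 fold change of 6.17 (standard error 0.13, adjusted p = 1.9e-11 from limma). In non-B cells it rose from 2.50 ± 0.76 to 69.9 ± 2.9 (SD, n = 4 each), a log2 fold change of 4.59 (standard error 0.22, adjusted p = 1.6e-07 from limma). The largest p53-dependent fall in non-B cells was that of *Car1*, from an RPKM of 44.0 ± 13.0 to 0.46 ± 0.44 (SD, n = 4 each), a log2 fold change of -5.61 (standard error 0.39, adjusted p = 4.1e-06 from limma). Erythroid markers fell in *Trp53+/+* non-B cells as well, with a median log2 fold change of -1.83. A loss of erythroid cells could not be told apart from regulation within cells. For *Phlda3* in both cell types and *Car1* in non-B cells, every irradiated sample lay beyond every control sample (exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). These genes were chosen among those with such a full separation, so that it is not independent evidence. As a ratio to the main count, the count in B cells moved most, to 1332 DEGs, with a threshold of 1 on the log2 fold change, and without this threshold it was 7084. In non-B cells, these settings gave 637 and 2615 DEGs, and the ratio moved most, to 536 DEGs, when the mean RPKM of the receptor genes in each sample was added to the fit as a covariate, an alternative chosen after the values were seen.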

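A DEG was counted as p53-dependent, following the legend of Figure 5B, when its fold change in *Trp53+/+* cells exceeded that in *Trp53-/-* cells by a factor of at least 1.5 in the direction of the change. In B cells, 1083 of the 3415 DEGs met this rule, or 31.7%, with 44.1% of the up-regulated and 18.98% of the down-regulated genes. In non-B cells it was met by 1062 of the 1381 DEGs, or 76.9%, with 80.7% of the up-regulated and 71.5% of the down-regulated genes. Leaving out each sample in turn kept the percentage between 30.9% and 34.2% in B cells and between 67.8% and 80.9% in non-B cells.

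Irradiation of *Trp53-/-* B cells changed 3355 genes at the same thresholds, 715 of them up-regulated and 869 down-regulated in *Trp53+/+* B cells as well. Only 62 genes passed in *Trp53-/-* non-B cells. Over the DEGs, the fold changes in *Trp53-/-* and *Trp53+/+* samples had a Pearson correlation across genes of 0.644 in B cells and 0.339 in non-B cells, genes not being independent replicates. The rule itself carries no test. The difference between the responses of both genotypes, tested in the same limma fits, had an adjusted p under 0.05 for 726 of the 1083 p53-dependent DEGs in B cells (67.04%) and for 420 of the 1062 in non-B cells (39.5%), with 2 *Trp53-/-* samples in each group. Requiring this test brought the p53-dependent share to 21.3% of the DEGs in B cells and to 30.4% in non-B cells, the largest change in non-B cells. The paper takes a response that is lost without p53 as dependent on p53, and classifies the DEGs of both cell types on that basis.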

Based upon loss of the response in *Trp53* knockout animals, 38% and 81% of the DEGs in B and non-B cells, respectively, were classified as p53-dependent (Figure 5B). Unsupervised hierarchical clustering of the RNA-Seq data showed a clear separation of B and non-B cells samples, indicating that cell type was the major determinant of the expression profiles (Figure 5C) [41]. 

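Spearman distances (1 minus the rank correlation) were computed between the 24 samples over genes with an RPKM above 1 in at least 1 sample, and the samples were clustered with complete linkage. When the tree was cut into 2 groups, all 24 samples fell on the side of their cell type, at a height of 0.225, and the nearest sample to each of the 24 was of its own cell type. The mean distance was 0.1146 between cell types, 0.0467 within B cells and 0.0468 within non-B cells. The smallest distance between samples of different cell types, 0.0615, was nonetheless below the largest within either type, 0.0754 in B cells and 0.0928 in non-B cells. With average linkage, Pearson distances or only genes with an RPKM above 1 in every sample, all 24 samples again grouped by cell type. From this separation, the paper concludes that the cell type was the main determinant of expression.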

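In the tree of all samples, the B cell branch divided first by treatment, the 6 irradiated samples parting from the 6 control samples at a height of 0.0754. The irradiated branch then divided by genotype at 0.0662, whereas the control branch kept *Trp53+/+* and *Trp53-/-* samples together at a height of 0.0148. The mean distance between irradiated and control *Trp53+/+* B cell samples was 0.0666, against 0.0093 among control and 0.0162 among irradiated samples. The distance between treatments exceeded the mean of the within-group distances by 0.0538 in B cells and by 0.0318 in non-B cells (exact permutation test over 70 assignments of the 8 samples, p = 0.0286 in each, the smallest p possible). Restricting the distance to genes with an RPKM above 1 in all samples raised these differences to 0.0966 and 0.0444. Irradiated *Trp53-/-* B cell samples lay at a mean distance of 0.0560 from irradiated *Trp53+/+* samples and of 0.0591 from their own controls. At baseline, 7 genes differed between *Trp53-/-* and *Trp53+/+* B cells at an adjusted p under 0.05 and an absolute log2 fold change above 0.58 (limma, 2 samples against 4), with *Trp53* at an RPKM of 21.6 in *Trp53-/-* and 46.2 in *Trp53+/+* samples. The paper reads from the order of these branches that both IR and genotype shaped the B cell transcriptome.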

IR and genotype also contributed in shaping the transcriptome, as most evident for B cells, in which irradiated and control samples formed distinct clusters, further sub-divided between *Trp53*^+/+^ and *Trp53^−/−^* samples. In non-B cells, in which the response to stress was primarily p53-dependent, the *Trp53^−/−^* irradiated samples clustered with non-irradiated control samples. 

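Among non-B samples, the 4 irradiated *Trp53+/+* samples formed a branch of their own, at a height of 0.0928, and the other branch held both irradiated *Trp53-/-* samples together with all 6 controls. Within it, *Trp53+/+* control replicates 1 and 2 separated first, at 0.0722. The irradiated *Trp53-/-* samples had a mean distance of 0.0287 to *Trp53-/-* controls, 0.0453 to *Trp53+/+* controls and 0.0715 to irradiated *Trp53+/+* samples. The distance to their own controls was close to the one between the 2 *Trp53-/-* controls themselves, 0.0247. Per sample, the distance to *Trp53-/-* controls was below the distance to irradiated *Trp53+/+* samples in both replicates, but 2 samples against 2 do not allow an exact test below the usual threshold.

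The irradiated *Trp53-/-* non-B cells differed from their controls by 62 DEGs, 27 up- and 35 down-regulated, against 1381 in *Trp53+/+* non-B cells. Leaving out single samples brought this number to between 0 and 49, and the fit with the replicate number as a block to 17. *Cdkn1a* shows the contrast at the level of a gene, as its RPKM rose from 4.57 ± 1.52 to 77.3 ± 7.9 in *Trp53+/+* non-B cells (SD, n = 4 each) and measured 1.86 and 2.53 on average in control and irradiated *Trp53-/-* cells (n = 2 each). The paper reports that these samples cluster with the controls and describes the non-B response as mainly dependent on p53.

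**Figure D2:**
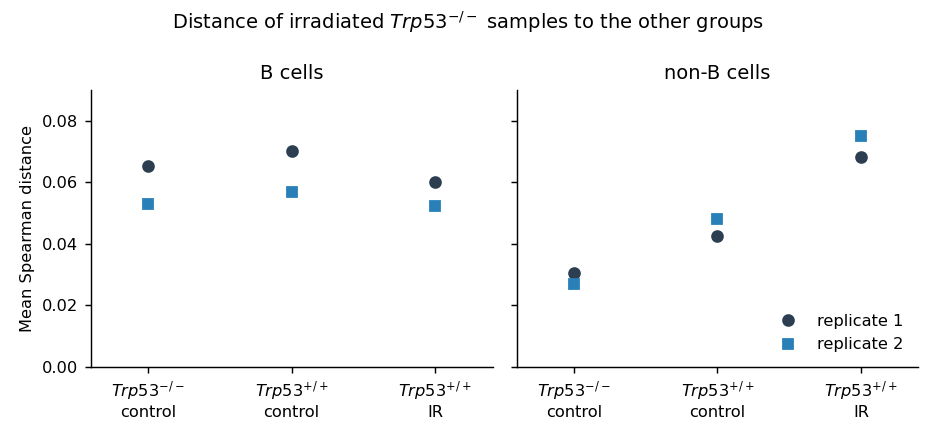
Mean Spearman distance of each irradiated *Trp53-/-* sample (replicates 1 and 2) to the *Trp53-/-* controls, the *Trp53+/+* controls and the irradiated *Trp53+/+* samples of its cell type. In non-B cells both samples lie nearest to the *Trp53-/-* controls, on average at 0.0287, and farthest from irradiated *Trp53+/+* samples, at 0.0715.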

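The spread between samples of one condition was measured as the mean Spearman distance of each sample to the others of its group. Among *Trp53+/+* controls it was 0.0093 ± 0.0017 in B cells and 0.0320 ± 0.0035 in non-B cells (SD, n = 4 each; exact permutation test, p = 0.0286, the smallest p possible). After IR, the spread was 0.0162 ± 0.0019 in B cells and 0.0225 ± 0.0031 in non-B cells (SD, n = 4 each; exact permutation test, p = 0.0571), a difference that did not pass the usual threshold. Distances within a group share samples, so that the 4 values are not fully independent. Across the 4 non-B controls, the mean RPKM of *Klf1* was 34.1 with an SD of 23.9, and that of *Ccnb1* 23.9 with an SD of 18.8, whereas *Mdm2* measured 31.6 with an SD of 1.2. In *Trp53+/+* control B cells the same genes measured 4.9 ± 3.3, 7.1 ± 3.3 and 30.8 ± 1.5 (SD, n = 4). Among non-B controls, replicates 1 and 2, which the tree set apart, had 56.0 and 52.8 for *Klf1* and 43.8 and 36.1 for *Ccnb1*. Replicates 3 and 4 had 8.2 and 19.2 for *Klf1* and 8.0 and 7.6 for *Ccnb1*. Part of the spread of these controls was thus a split between pairs of replicates. How far the cell composition of the sorted fractions varied between samples cannot be resolved from the RPKM values alone. The alternatives were not applied to this measure. The paper proposes that the heterogeneity of the non-B population explains much of the clustering.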

These features may largely be due to the more heterogeneous nature of the non-B cell population. 

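Of the p53-dependent DEGs, 333 were up-regulated in both cell types, which is 43.6% of the 763 in B cells and 51.2% of the 650 in non-B cells. Chance would give 30.9 shared genes among the 13241 genes tested in both (odds ratio 44.5, 95% confidence interval 36.5 to 54.5, Fisher's exact test). Only 81 were down-regulated in both, 25.3% of the 320 in B cells and 19.7% of the 412 in non-B cells, where chance would give 8.9 (odds ratio 14.9, 95% confidence interval 11.2 to 19.9). Genes of one pathway respond together and are not independent replicates, so these intervals are narrower than the data warrant.

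A gene past the threshold in one cell type alone need not respond differently in the other. Among up-regulated genes called in B cells only and tested in both fits, 87.0% also rose in non-B cells, and for the down-regulated ones 80.6% also fell. For genes called in non-B cells only, the same direction was seen in B cells for 65.2% of those up-regulated and 59.0% of those down-regulated. Over the 1557 genes p53-dependent in either cell type, the log2 fold changes in B and non-B cells had a Pearson correlation across genes of 0.696, with the same sign for 81.0%. The difference between the responses was therefore tested directly, as an interaction of cell type and IR over the 16 *Trp53+/+* samples (limma, 14598 genes). It had an adjusted p under 0.05 for 4083 genes, among them 190 of 376 up-regulated genes called in B cells only (50.5%), 102 of 244 called in non-B cells only (41.8%) and 140 of the 333 called in both (42.0%). For down-regulated genes, the numbers were 95 of 232 (40.9%), 177 of 295 (60.0%) and 13 of 81 (16.0%).

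Of the 722 genes that were DEGs in both cell types, 44 moved in opposite directions. The largest such differences were those of *Gpr56*, with a log2 fold change of 2.12 in B cells and -1.16 in non-B cells, *Grb10*, with 1.08 and -2.03, and *Dctd*, with 2.01 and -0.84. The fall of *Gpr56* in non-B cells passed only narrowly (adjusted p = 0.045 from limma). It ran from -1.34 to -0.94 on the log2 scale when single samples were left out. The number of genes down-regulated in both depended most on the setting. It fell to 15 when a significant genotype difference was required, and rose above that of the main fit with the replicate number as a block. From this partial overlap, next to the similar p53 binding profiles, the paper infers that other factors take part in the response of each cell type.

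**Figure D3:**
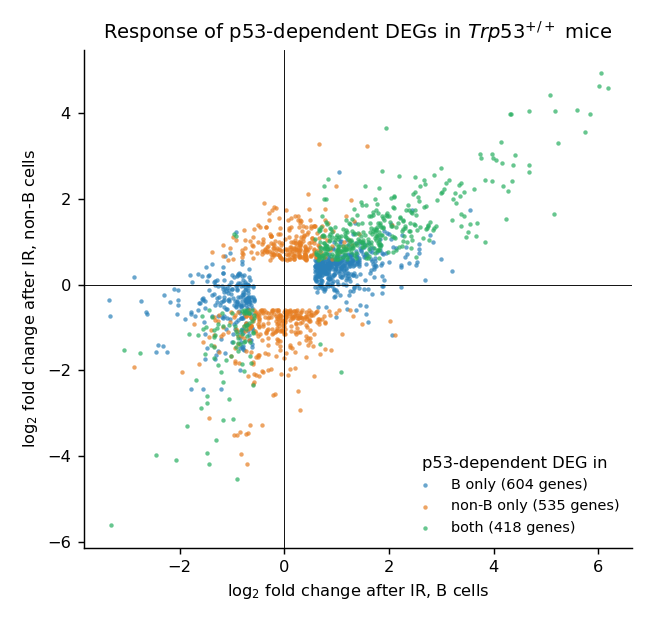
Log2 fold change after IR in *Trp53+/+* B cells (x axis) and *Trp53+/+* non-B cells (y axis), 1 point per gene tested in both, for DEGs that were p53-dependent in B cells only (604 genes), non-B cells only (535) or both (418, of which 4 in opposite directions). Most of the 1557 genes lie in the quadrants of equal sign.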

In contrast to the p53 binding profiles, which were remarkably similar between B and non-B cells (Figure 2F), the p53-dependent programs activated by IR exposure were more divergent, implying the involvement of other factors, such as cofactors or post-translational modifications of p53, in determining the transcriptional response in a cell type-specific manner (Figure 5D). A biological process Gene Ontology (GO) analysis indicated that the main pathways that were up-regulated in a p53-dependent manner both in B and non-B cell were related to cell death, while terms related to cell division and cell cycle were enriched in the repressed genes, consistent with the known biological activities of p53 [42].

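The Gene Ontology annotation is not among the files analysed here. In its place, lists of 131 cell division and 81 cell death genes were written by hand before the expression values were seen. Lists written by hand can favour genes already known to respond to p53. Their enrichment therefore carries less weight than that of a full annotation. In non-B cells, 37 of the 130 cell division genes tested were p53-dependent and down-regulated, or 28.5%, against 2.7% of the other genes (odds ratio 14.3, 95% confidence interval 9.4 to 21.5, adjusted p = 1.2e-25, Fisher's exact test). In B cells the number was also 37 of 130, against 2.1% of the other genes (odds ratio 18.8, 95% confidence interval 12.3 to 28.4, adjusted p = 3.7e-29, Fisher's exact test). The cell death list was enriched among p53-dependent up-regulated genes, with 19 of 72 tested genes in B cells (odds ratio 6.3, 95% confidence interval 3.5 to 10.8, adjusted p = 3.9e-08) and 17 of 74 in non-B cells (odds ratio 6.3, 95% confidence interval 3.4 to 11.01, adjusted p = 1.3e-07). The enrichment was not limited to p53-dependent genes in non-B cells, where the cell death list was also enriched among p53-independent up-regulated genes, with 5 of 74 genes (odds ratio 6.7, 95% confidence interval 2.1 to 16.7, adjusted p = 0.0043), and the cell division list among p53-independent down-regulated genes, with 5 of 130 (odds ratio 3.5, 95% confidence interval 1.1 to 8.4, adjusted p = 0.049). The adjustment covered 16 Fisher's exact tests, 2 lists against 4 sets of DEGs in each of the 2 cell types.

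For each irradiated sample, log2 changes were taken from the mean of the controls of its genotype and cell type. The SDs of these changes therefore leave out the spread between controls. Within samples, the median log2 change of the cell division list was -0.42 ± 0.06 in *Trp53+/+* B cells (SD, n = 4) and 0.30 ± 0.03 in *Trp53-/-* B cells (SD, n = 2). In non-B cells it was -1.01 ± 0.24 (SD, n = 4) and -0.26 ± 0.22 (SD, n = 2). Erythroid markers fell in *Trp53+/+* non-B cells too (median log2 fold change -1.83), so that a change in cell composition may contribute there. Some cell division genes were induced, including *Gtse1*, whose log2 fold change was 4.67 in B cells and 2.62 in non-B cells. Of the cell death genes, *Phlda3* had the largest induction in both cell types, followed by *Bbc3* with a log2 fold change of 4.36 in B cells (standard error 0.11, adjusted p = 5.6e-11 from limma) and 2.42 in non-B cells (standard error 0.12, adjusted p = 2.4e-07 from limma), while *Tnfrsf10b* and *Fas* reached 3.27 and 2.75 in B cells. When the genotype difference was also required to be significant, the odds ratio of the cell division list fell to 1.03 in non-B cells and to 13.3 in B cells. The paper relates both kinds of enriched term to the known activities of p53.

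**Figure D4:**
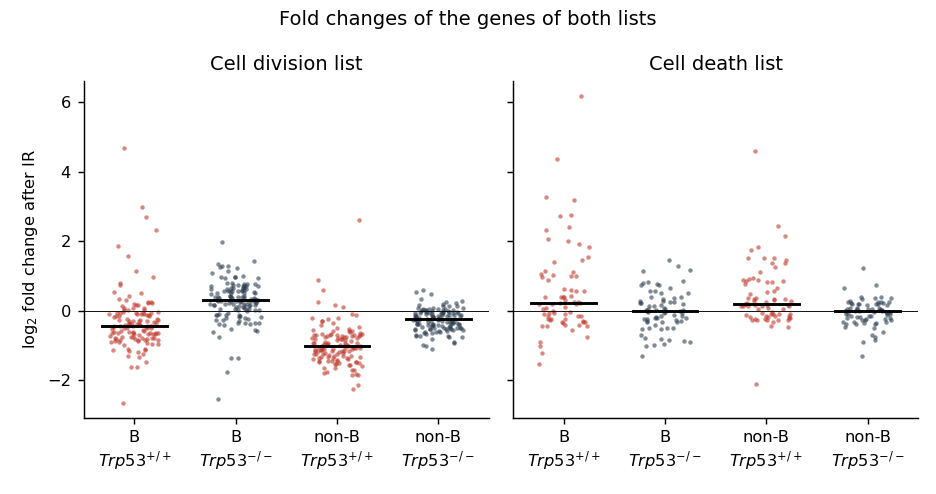
Log2 fold change after IR of the genes of the cell division list (130 genes) and of the cell death list (72 in B cells, 74 in non-B cells), 1 point per gene, with black bars at the median, in *Trp53+/+* (red) and *Trp53-/-* (dark) cells. The median of the cell division list is -0.43 in *Trp53+/+* and 0.29 in *Trp53-/-* B cells, and -1.03 in *Trp53+/+* and -0.25 in *Trp53-/-* non-B cells.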

**Figure 5:**
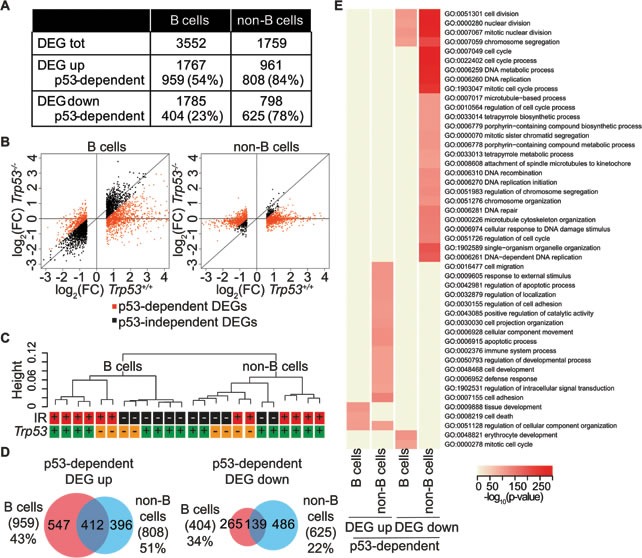
IR-regulated genes **A.** Summary of IR-regulated genes in B and non-B cells from *Trp53^+/+^* mice (DEG UP: q-value < 0.05, log_2_ of fold change > 0.58; DEG DOWN: q-value < 0.05, log_2_ of fold change < −0.58). The number and the percentage of p53-dependent DEGs are reported. **B.** Scatter plot of the log_2_ of fold change values of all DEGs as estimated by RNA-Seq analysis in irradiated B and non-B cells relative to controls in *Trp53^+/+^* mice (x-axis) and in *Trp53^−/−^* mice (y-axis). Black dots indicate p53-independent DEGs, orange dots indicate p53-dependent DEGs. p53-dependent genes are defined as follows: all up-regulated genes in *Trp53*^+/+^ cells with a fold induction upon IR at least 1.5 times higher than in *Trp53^−/−^* cells and all down-regulated genes in *Trp53*^+/+^ cells with a fold repression upon IR at least 1.5 times lower than in *Trp53^−/−^* cells. **C.** Unsupervised hierarchical clustering (computed with Spearman rank correlation coefficients) of RNA-Seq RPKM of all expressed genes (RPKM > 1 in at least one sample) in B and non-B cells from control (black) or irradiated (red) *Trp53^+/+^* (green) and *Trp53^−/−^* (orange) animals. **D.** Overlap between p53-dependent DEGs in B and non-B cells. The percentages indicate the fraction of common DEGs for each cell type. **E.** Gene Ontology terms enriched in up- and down-regulated p53-dependent genes in B and non-B cells following IR exposure relative to controls. GO terms significantly enriched (Fisher's test *p*-value < 1*10^−10^) in at least one gene set were selected (rows in the heatmap) and the *p*-values for each GO term in each gene set (columns) were color-coded as indicated. Only GO terms in the biological process ontology that are assigned to less than 2,000 and more than 10 genes in the mouse genome are considered.

To determine which of the IR-regulated genes were direct p53 targets, we compared p53 binding and expression profiles (Figure 6A). 35% to 51% of the up- and down-regulated genes in either B and non-B cells had a p53 binding site in the promoter region (−5 to +2kb from the TSS). p53 peaks were detected, with similar frequency, also at the promoter of p53-independent DEGs, implying that mere p53 binding was not predictive of transcriptional regulation. However, transcriptional regulation did correlate with sequence-specific DNA binding, as indicated by the differential frequencies of the p53-RE: while the motif with a spacer sequence was present at the promoter of both p53-dependent and -independent DEGs, the unsplit motif was enriched primarily nearby the TSS of p53-dependent up-, but not down-regulated genes (Figure 6B). Thus, our data indicate that activation, but not repression, is mediated through p53 binding to the unsplit p53-RE. In a complementary manner, p53 binding to the unsplit motif was more predictive of p53-dependent activation (Figure 6C, 6D). These results suggest that p53 directly regulates the expression of the genes that it binds via the unsplit p53-RE. 

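Among DEGs of *Trp53+/+* B cells, the median log2 fold change was 1.24 for the 763 p53-dependent and 0.81 for the 966 p53-independent up-regulated genes, and -0.92 for 320 and -0.82 for 1366 down-regulated genes. In non-B cells, it was 1.06 for 650 against 0.79 for 155 up-regulated genes, and -1.03 for 412 against -0.74 for 164 down-regulated genes. A log2 fold change above 1 was reached by 65.3% of p53-dependent and 29.5% of p53-independent up-regulated genes in B cells, and by 55.1% and 23.2% in non-B cells. A gene with a larger fold change in *Trp53+/+* cells meets the 1.5-fold rule more easily. With *Trp53-/-* fold changes shuffled among DEGs, at least 193 of 1000 shuffles gave as large a difference in medians in each comparison. The differences may thus follow from the rule itself.

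By significance, p53-dependent genes made up 86 of the 100 up-regulated genes with the smallest p-values in B cells, where they were 44.1% of all up-regulated DEGs, and 98 of 100 in non-B cells, where they were 80.7%. Among down-regulated genes, they were 18 of the 100 with the smallest p-values in B cells and 18.98% of all, and 86 of 100 in non-B cells and 71.5% of all. The median adjusted p of down-regulated genes in B cells was 5.9e-04 for p53-dependent and 1.7e-04 for p53-independent genes (limma). With a threshold of 1 on the log2 fold change, the median of the p53-dependent up-regulated genes in B cells moved to 1.61. The motif classes of the ChIP-Seq peaks were not analysed here. In the paper, p53-dependent genes are described as the most significantly regulated in both directions.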

Of note, p53-dependent genes were the most significantly regulated (either up or down) and among the up-regulated genes those with the unsplit p53 motif showed increased induction by IR compared to the other categories (Figure 6E, 6F). Finally, among the p53 peaks with the motif, those at p53-activated promoters showed on average the highest binding intensities, although with a significant level of overlap with non-regulated promoters (Figure 6G, 6H), showing that binding strength *per se* is not predictive of regulation. We speculate that the genes bound by p53 at the p53-RE that were not identified as differentially expressed in response to DNA damage may either (i.) be activated in a minor fraction of cells, resulting in non-significant regulation at the population level, or (ii.) depend upon additional signals or factors absent in the condition studied here.

**Figure 6:**
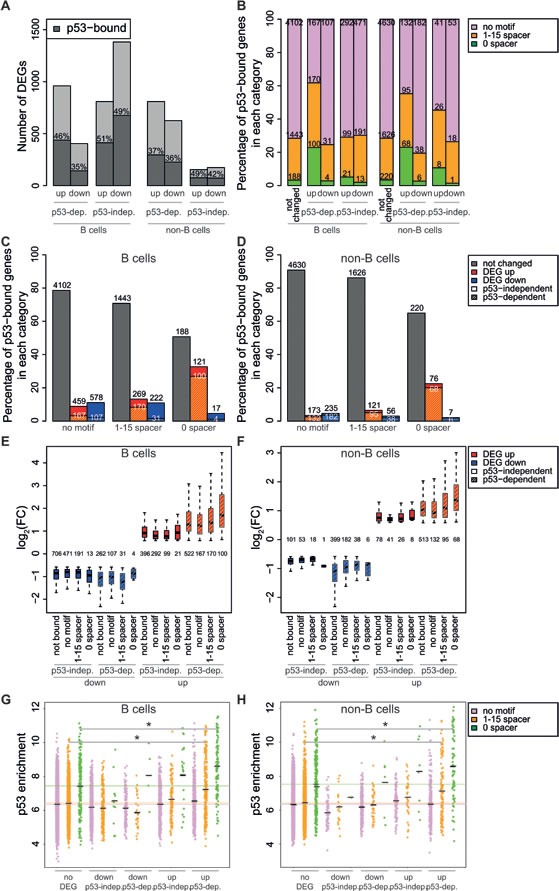
p53 binding intensity and the presence of the unsplit p53 motif associate with gene induction **A.** Bar plot showing the numbers of differentially expressed genes (DEGs) as a function of their regulatory mode in B or non-B cells, as indicated (up, down, p53-dependent or independent). The % of p53-bound genes (dark grey) is indicated within each bar. **B.** Percentage p53-bound genes containing no motif, the motif with a 1-15 nt spacer or no spacer, as a function of their regulatory mode, as indicated. The absolute number of genes in each category is shown within the bars. **C.**, **D.** Percentage p53-bound genes in each regulatory category, as a function of the associated motif, as indicated. Plain bars: p53-independent; dashed: p53-dependent. **E.**, **F.** Box plot showing the fold-change (log2 FC) of IR-regulated genes as a function of their regulatory category and p53-binding motif, as indicated. The number of genes in each category is reported. **G.**, **H.** Dot plot showing the enrichment of p53 peaks in promoter regions following irradiation, as a function of their regulatory category and p53-binding motif, as indicated. The black lines represent the mean. * *p* < 10^−5^ (Student's t-test).

Finally, the p53-dependent IR-induced genes with a bound, unsplit p53-RE showed a strong overlap among B and non-B cells, suggesting that these genes constitute the core of a cell type-independent p53 response (Figure 7A). 

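The binding sites behind Figure 7A were not analysed here, and the expression of the genes listed in Supplementary Table 1 was measured instead. The table lists 862 p53-bound genes, of which 436 are marked as up-regulated in B cells, 295 as up-regulated in non-B cells, 142 as down-regulated in B cells and 226 as down-regulated in non-B cells. Of those in the files, 91.7%, 88.5%, 82.4% and 64.0%, respectively, were p53-dependent DEGs in the same direction in the limma fits. The last of these shares moved most, both down and up, when single samples were left out. Every listed gene that was tested moved in the listed direction. The paper drew its list from the same RNA-Seq samples, so that these shares and directions are not independent evidence.

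The table marks 194 genes as up-regulated in both cell types. All were in the files, 188 were p53-dependent and up-regulated in B cells, 180 in non-B cells and 179 in both, or 92.3%. In each irradiated sample, the median log2 change from the mean of its controls was taken over the genes that the table lists and the fits called in that cell type. The SDs of these medians leave out the spread between controls. For up-regulated genes it was 1.38 ± 0.12 in *Trp53+/+* B cells and 1.13 ± 0.11 in *Trp53+/+* non-B cells (SD, n = 4), against -0.04 ± 0.09 and -0.12 ± 0.06 in *Trp53-/-* cells (SD, n = 2). The rule that called these genes on the same samples requires such a contrast between genotypes, so that the contrast is not independent evidence. Genes called here outside the listed set had a median of 1.15 ± 0.08 in *Trp53+/+* B cells, lower than the listed genes in each of the 4 samples, and of 1.06 ± 0.10 in *Trp53+/+* non-B cells, lower in 3 of the 4 samples and higher in replicate 1 (SD, n = 4). Listed genes had passed the test of the paper as well as the fits here. The other genes need only have passed the fits, so that the comparison may favour larger changes among listed genes. For down-regulated genes, the median was -0.98 ± 0.09 for listed and -0.95 ± 0.06 for other genes in *Trp53+/+* B cells, and -0.89 ± 0.09 and -1.16 ± 0.07 in *Trp53+/+* non-B cells (SD, n = 4). Raising the p53-dependence factor from 1.5 to 2 lowered the share of listed genes called among those up-regulated in B cells to 66.4%, and the receptor covariate, chosen after the values were seen, lowered it among those down-regulated in non-B cells to 20.0%. Starting from the overlap of the bound genes, the paper proposes that they form a core response shared by both cell types.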

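All 14 genes are in the files. In B cells, each of the 14 was up-regulated by IR in *Trp53+/+* samples, with log2 fold changes between 0.74 (*Gm16432*) and 4.18 (*Ddias*) and a median of 1.75. Each irradiated sample lay above every control sample for all 14 (exact permutation test for each gene, p = 0.0286, the smallest p possible for 4 samples against 4). The p53-dependence rule was met by 13, the exception being *Gm16432*, whose log2 fold change was 0.40 in *Trp53-/-* B cells, and the genotype difference had an adjusted p under 0.05 for 12. In non-B cells, 13 genes had an RPKM above 1 in some sample and 12 of them were p53-dependent up-regulated DEGs, with log2 fold changes from 0.73 to 2.96. *Slc22a12* fell short, with an RPKM of 0.50 ± 0.27 in control and 1.26 ± 0.56 in irradiated *Trp53+/+* non-B cells (SD, n = 4 each), a log2 fold change of 0.81 and an adjusted p of 0.078 from limma. *Gm16432* was not tested there, since it did not exceed an RPKM of 1.

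The highest expression was reached by *Commd3*, which rose from an RPKM of 52.3 ± 7.8 to 123.2 ± 5.5 in *Trp53+/+* B cells (SD, n = 4 each; log2 fold change 1.24, adjusted p = 4.4e-07 from limma) and measured 54.9 and 55.2 in *Trp53-/-* control and irradiated cells (n = 2 each). *Ddias* rose from 3.37 ± 1.19 to 67.5 ± 5.8 in *Trp53+/+* B cells and from 8.01 ± 5.26 to 35.2 ± 4.5 in *Trp53+/+* non-B cells (SD, n = 4 each). At the other end, *Dnm3* and *Gm16432* reached only 2.21 ± 0.88 and 0.87 ± 0.25 in irradiated *Trp53+/+* B cells (SD, n = 4), where 1 read on a gene of 2 kb is worth up to 0.1048. Some of the response remained without p53 for *Thyn1* and *Nudcd2*, which rose by 1.27 and 0.95 on the log2 scale in *Trp53-/-* B cells. In contrast, *Slc22a12*, *Bhlhe41* and *Bfsp2* fell by 1.87, 1.17 and 1.00 in irradiated *Trp53-/-* B cells. The pseudocount moved *Gm16432* most, to a log2 fold change of 1.22 in B cells with 0.1 added and 0.51 with 1 added. The paper compares these genes with published lists of targets and takes them as p53-responsive genes not described before. It also reports RT-PCR support for most of them, with *Slc22a12* not detected by that method.

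**Figure D5:**
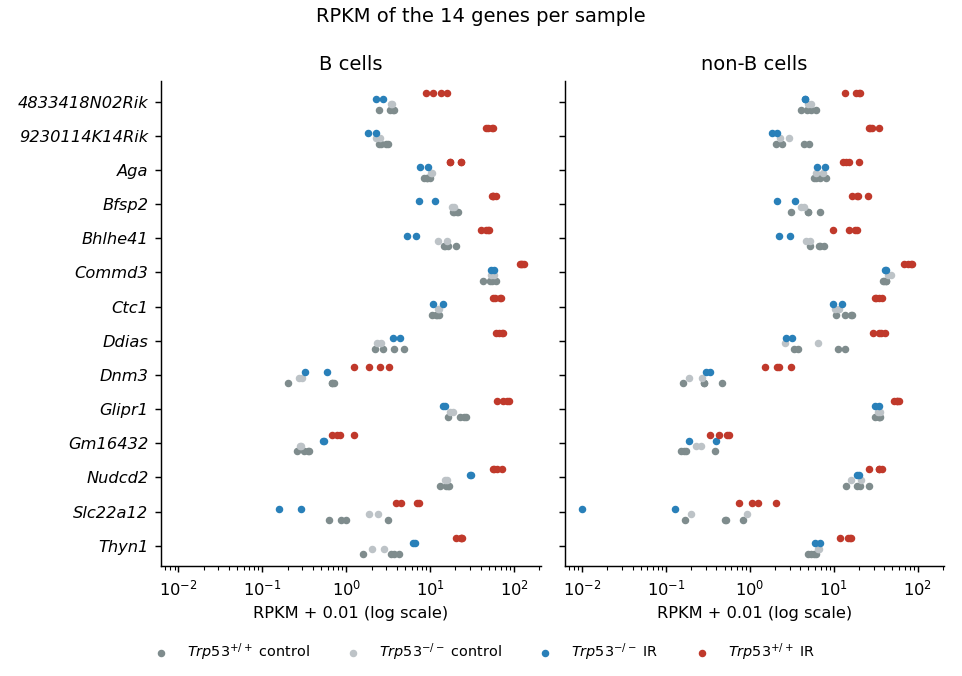
RPKM + 0.01 (log scale) of the 14 genes in B and non-B cells, 1 point per sample (dark grey, *Trp53+/+* control; light grey, *Trp53-/-* control; blue, *Trp53-/-* IR; red, *Trp53+/+* IR). Irradiated *Trp53+/+* B cells exceed all *Trp53+/+* controls for each gene, from 0.87 ± 0.25 for *Gm16432* to 123.2 ± 5.5 for *Commd3* (SD, n = 4).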

We compared our list of p53-dependent p53-bound DEGs in B and non-B cells with previously described p53 targets (Supplementary Table 1) [8, 12–16, 32, 43, 44]: 14 genes of the cell type-independent p53 response represented new p53-responsive genes, most of which were validated by Real-time RT-PCR (Figure 7B). Further experimental validation will be necessary to understand the functional role of these genes in the response to IR.

**Figure 7:**
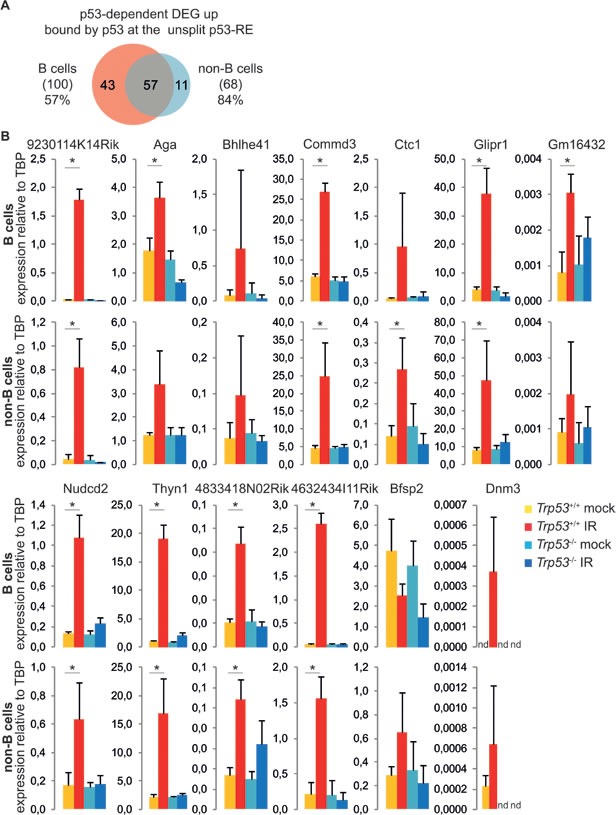
Validation of new p53 targets **A.** Overlap between p53-dependent up-regulated genes having a p53 binding site containing the unsplit motif in B and non-B cells. The percentages indicate the fraction of common DEGs for each cell type. **B.** Real-time RT-PCR analysis of B and non-B cells from control (mock) and irradiated (IR) *Trp53*^+/+^ and *Trp53^−/−^* mice shows p53-dependent up-regulation of the indicated genes. Slc22a12 could not be detected by Real-time RT-PCR. The reported values represent the average ± standard deviation of three biological replicates. *p < 0.05 (Student's *t*-test).

## DISCUSSION

To identify the genes regulated by p53 *in vivo*, we exposed mice to whole-body ionizing radiation and determined whole-genome p53 binding and gene expression profiles in splenic B and non-B cell populations. Our data revealed that p53 was already bound to a small fraction of its genomic targets in the absence of any extrinsic stress, consistent with recent observations in the developing kidney [17]. The binding of p53 to chromatin under basal conditions was previously reported in normal (non-tumorigenic) cells grown *in vitro* [5, 12, 14], but culture-associated stress may have constituted an activating stimulus in those conditions. *In vivo* data in the whole organism thus confirm the association of p53 with chromatin in the absence of external stress stimuli: this may reflect a poising mechanism allowing fast responses to stress, as previously shown for *Cdkn1a* [45, 46], or the presence of cell-intrinsic stresses, such as replicative or oxidative stress. This notwithstanding, irradiation greatly increased the total number of binding sites in either B or non-B cells, consistent with an acute activation of p53 in those conditions.

p53 binding sites were distributed between promoters and distant loci, most of the distal peaks showing the characteristic features of enhancers (high H3K4me1 and low H3K4me3) [39]. Enhancers have been shown to play a central role in p53-mediated gene regulation: on the one hand, p53 was described to interfere with enhancer activity to repress the expression of target genes in mouse embryonic stem cells [12]; on the other, it was shown to induce the expression of enhancer RNAs to activate target genes in fibroblasts [33]. In support of an activating rather than a repressing role at enhancers, p53 drove enhancer RNA transcription in the vicinity (<25 kb) of activated genes [43]. Of note, not all distant p53 binding sites showed the characteristic chromatin signature of enhancers: we also identified strong p53 peaks in distal regions of presumably condensed chromatin, devoid of H3K4me3, H3K4me1, or H3K27ac in unstressed conditions. These sites were high affinity sites, as supported by the identification of the consensus p53 motif, and did not overlap with any known regulatory regions in B cells (data not shown) [47]. It was previously demonstrated that p53 binds preferentially genomic regions with high nucleosome density and is able to induce nucleosome reorganization [46, 48]. Distal sites containing strong p53-REs and located in repressed chromatin were recently described to acquire H3K27ac and H4K16ac activation marks upon p53 binding and were proposed to act as “proto-enhancers” [24]. However, it was also observed that these sites have very low conservation scores due to the presence of repeated elements of viral origin [25]. Therefore, the functional nature of these sites is still unclear and requires further investigation.

p53 binding profiles were very similar in B and non-B cells (Figure 2F), indicating that the hypothesis of a ‘default set’ of p53 binding sites not influenced by the activating stimulus [10, 13, 16] holds true in different cell types and contexts. Despite the similarity in overall p53 binding profiles, the p53-dependent transcriptional changes were only in part coinciding (Figure 5D), implying a two-stage mechanism whereby p53 binding should be followed by a second layer of regulation, such as co-factors recruitment or post-translational modifications, to result in differential expression in diverse cell types.

The comparison of p53 binding and expression profiles, revealed that p53-dependent gene regulation could not be inferred simply from p53 binding nearby the TSS, as many p53-independent genes - induced by irradiation also in p53 knockout animals - showed a p53 binding site. 

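In the RNA-Seq data, 2332 DEGs of *Trp53+/+* B cells and 319 of *Trp53+/+* non-B cells were p53-independent by the 1.5-fold rule. In B cells, these genes had a median log2 fold change of 0.81 upward (966 genes) and -0.82 downward (1366 genes) in *Trp53+/+* samples, and of 0.97 and -0.81 in *Trp53-/-* samples. In non-B cells, the medians were 0.79 (155 genes) and -0.74 (164 genes) in *Trp53+/+* samples and 0.49 and -0.45 in *Trp53-/-* samples. Changes per sample were taken from the mean of the controls, so that their SDs leave out the spread between controls. Per sample, the median change of the p53-independent up-regulated genes was 0.84 ± 0.04 in *Trp53+/+* B cells (SD, n = 4) and 0.98 ± 0.04 in *Trp53-/-* B cells (SD, n = 2). It was 0.81 ± 0.01 in *Trp53+/+* non-B cells (SD, n = 4) and 0.50 ± 0.19 in *Trp53-/-* non-B cells (SD, n = 2). Of the p53-independent DEGs, 273 in B cells and 7 in non-B cells nevertheless had a genotype difference with an adjusted p under 0.05 (limma). A factor of 2 instead of 1.5 lowered the p53-dependent share to 17.98% of the DEGs in B cells and 46.3% in non-B cells, adding the remainder to the p53-independent genes. Binding near these genes was not analysed here. The paper reasons from their induction in knockout animals that binding near a gene does not by itself make its regulation depend on p53.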

Yet, a correlation could be drawn between sequence-specific binding and regulation: in particular, in line with previous reports [16], our data indicate that p53 binding to the unsplit p53-RE is associated with gene activation, but not repression. Of notice, however, p53-RE binding *per se* is insufficient to determine activation, suggesting that additional context-dependent signals contribute to the transcriptional response.

Our data do not exclude that p53 could still mediate direct (DNA binding-mediated) gene repression at sites without the p53 motif or containing the motif with a spacer, via either displacement of specific activators from promoters due to the presence of overlapping binding sites, the binding of p53 to “repression” response elements, or recruitment of co-repressors, such as histone deacetylases [49]. However, these models have been challenged by a recent meta-analysis of large-scale data, based on which it was concluded that p53 is solely an activator [50]. In line with an indirect repression mechanism, the repressed genes in our dataset were mainly involved in cell cycle progression and mitosis, whose down-regulation is most likely to be mediated through the induction of *Cdkn1a/*p21, resulting in the activation of repressive E2f4 complexes [51].

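In the samples sequenced, *Cdkn1a* rose from an RPKM of 1.08 ± 0.20 to 89.5 ± 7.7 in *Trp53+/+* B cells (SD, n = 4 each), a log2 fold change of 5.83 (standard error 0.12, adjusted p = 1.9e-11 from limma). In *Trp53+/+* non-B cells the log2 fold change was 3.99 (standard error 0.21, adjusted p = 3.9e-07 from limma). In *Trp53-/-* cells it was 0.02 in B cells and 0.39 in non-B cells, with adjusted p of 0.95 and 0.58 (limma, 2 samples against 2). The mRNA of *E2f4* went from 45.8 ± 1.2 to 49.7 ± 1.3 in *Trp53+/+* B cells (SD, n = 4 each, log2 fold change 0.12, adjusted p = 0.074 from limma). In *Trp53+/+* non-B cells it went from 54.5 ± 5.0 to 38.4 ± 2.5 (SD, n = 4 each, log2 fold change -0.50, adjusted p = 0.0033 from limma). In *Trp53-/-* B cells it rose from 44.3 to 59.3 (n = 2 each, log2 fold change 0.41, adjusted p = 6.6e-04 from limma). The genotype difference in B cells had an adjusted p of 0.035 (limma). In *Trp53-/-* non-B cells it went from 49.8 to 47.2 (n = 2 each, log2 fold change -0.07, adjusted p = 0.83 from limma).

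Of the 130 cell division genes tested, 51 were down- and 10 up-regulated in *Trp53+/+* B cells, and 42 down- and 1 up-regulated in *Trp53+/+* non-B cells. In *Trp53-/-* cells, 5 were down- and 25 up-regulated in B cells, and 1 was down-regulated in non-B cells. *Ccnb1* fell from an RPKM of 23.9 ± 18.8 to 3.4 ± 0.9 in *Trp53+/+* non-B cells (SD, n = 4 each; adjusted p = 0.020 from limma), with log2 fold changes of -2.27 in *Trp53+/+* and -1.12 in *Trp53-/-* samples, and the difference between genotypes was not significant (adjusted p = 0.50 from limma). In *Trp53+/+* B cells *Ccnb1* fell from 7.1 ± 3.3 to 2.7 ± 0.5 (SD, n = 4 each; adjusted p = 0.0040 from limma), with log2 fold changes of -1.16 in *Trp53+/+* and -0.52 in *Trp53-/-* samples and no significant difference between genotypes (adjusted p = 0.39 from limma). *Cdc25b* fell without regard to genotype, by 2.65 in *Trp53+/+* and by 2.56 in *Trp53-/-* B cells on the log2 scale. The odds ratio of the cell division list among p53-dependent down-regulated genes of non-B cells was 14.3 in the main fit. It fell to 1.03 with a significant genotype difference required and rose to 37.5 with the replicate number as a block. Leaving out single samples moved it between 5.0 and 52.3, and that of B cells, 18.8 in the main fit, between 10.8 and 22.4. A change in the cells that make up the non-B fraction could not be told apart from repression within cells. The paper takes indirect repression, through *Cdkn1a* and repressive E2f4 complexes, as most likely, and does not exclude direct repression by p53.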

Altogether, our observations that the unsplit p53 motif as well as p53 binding intensity are coupled with the strongest p53-dependent gene induction suggest that these p53-bound DEGs represent the main effectors of the p53 response. Of note, these genes were activated in the two cell populations analyzed here, suggesting that they constitute the core of a cell type-independent p53 program. In line with this model, most of these genes were previously reported to be bound and regulated by p53 in different cell types and in response to different stress stimuli. Our data have significantly extended our understanding of this core p53 program and have confirmed its relevance in response to genotoxic stress in an intact organism.

## MATERIALS AND METHODS

### Mouse breeding and genotyping

The following mouse strains were used for this study: p53 KO (p53^Δ^) mice [52] and C57/Bl6 wild-type mice (Harlan). All animals were maintained on a C57/Bl6 background and bred to obtain the genotype combinations described in this paper.

Primers used for genotyping were listed below.

**Table:** 

Strain	Primers
p53 KO	AGCGTGGTGGTACCTTATGAG GGATGGTGGTATACTCAGAGC GCTATCAGGACATAGCGTTGG

Experiments involving animals were performed in accordance with the Italian law (D.lgs. 26/2014), which enforces Dir. 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes).

### Primary mouse B and non-B cells

B cells were extracted as described. Spleens from C57/Bl6 wild-type or *Trp53^−/−^* mice were collected four hours after exposure to 7 Gy whole-body irradiation and from a control cohort of mice. Single-cell suspensions were obtained by pressing the spleens through nylon cell strainers and subsequent hypotonic lysis of red blood cells. To isolate B cells, we incubated single-cell suspensions with B220 MicroBeads (Miltenyi Biotech) and enriched them by magnetic cell sorting (MACS), according to the manufacturer instructions (Miltenyi Biotech). The column flow through was kept to represent the non-B cell population.

### Western blotting

5×10^6^ to 10×10^6^ cells were lysed with RIPA Buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 0.1% SDS, supplemented with protease inhibitors (Mini, Roche) and phosphatase inhibitors 0.2 mM Ortovanadate, 5 mM NaF) and sonicated. Cleared lysates were electrophoresed and immunoblotted with the indicated primary antibodies: p53 (NCL-p53-CM5p) from Novocastra laboratories, phospho-histone H2A.X (Ser139) clone JBW301 from Millipore and Vinculin (V9264) from Sigma. After incubation of the membranes with appropriate secondary antibodies, imaging was performed using an enhanced chemiluminescence (ECL) detection kit (Bio-Rad), followed by analysis with ChemiDoc XRS+ imaging system and Image Lab software (Bio-Rad).

### Flow cytometry: cell cycle and apoptosis analysis

To analyze cell cycle and apoptosis, 1×10^6^ live cells were resuspended in 1 ml of PBS and fixed by adding 2 ml of ice-cold absolute ethanol and kept at 4°C for at least 30 minutes. Cells were washed once with 1 ml of PBS 1% BSA and stained overnight with 1 ml 50 μg/ml propidium iodide and 250 μg/ml RNaseA at 4°C. At least 10,000 total events were analyzed by FACS. All the FACS data were acquired using a FACSCalibur machine (Becton Dickinson) and then analyzed by using FlowJo software (TreeStar).

### Chromatin Immunoprecipitation

Cells were processed as described above.

To minimize inter-individual variation we decided to process ChIP samples in pools of ten age- and sex-matched animals. For ChIP-Seq analysis of p53, lysates from 50×10^6^ B and non-B cells were immunoprecipitated with 10 μg p53 antibody (NCL-p53-CM5p - Novocastra laboratories). p53 antibody specificity was tested by ChIP-Seq analysis in total splenic cells from *Trp53^−/−^* mice four hours after 7 Gy of irradiation.

Cells were fixed by addition of 1% formaldehyde for 10 min. Fixation was stopped by addition of 0,125 M glycine. Cells were washed three times in PBS, resuspended in SDS buffer (50 mM Tris-HCl pH 8, 0,5% SDS, 100 mM NaCl, 5 mM EDTA, protease and phosphatase inhibitors) and stored at −80°C before further processing for ChIP. Cells were pelleted by centrifugation, and suspended in 4 ml of IP Buffer (100 mM Tris-HCl pH 8.5, 0.3% SDS, 1.7% Triton X-100, 100 mM NaCl, and 5 mM EDTA). Cells were disrupted by sonication with a Branson 250 sonicator, performing 5 cycles of 30 sec 30% amplitude, yielding genomic DNA fragments with a bulk size of 100-400 bp. 1 ml of diluted lysate was precleared by addition of 25 μl of blocked protein A beads (50% slurry protein A-Sepharose, Amersham; 0.5 mg/ml fatty acid-free BSA, Sigma; and 0.5 mg/ml tRNA, Sigma, in TE). Samples were immunoprecipitated overnight at 4°C with polyclonal antibodies. Immune complexes were recovered by adding 50 μl of blocked protein A beads and incubated for 4 hr at 4°C. Beads were washed with successive washes in 1 ml of Mixed Micelle Buffer (20 mM Tris-HCl pH 8, 150mM NaCl, 5mM EDTA, 5% (w/v) sucrose, 1% Triton X-100, and 0.2% SDS), Buffer 500 (50 mM HEPES pH 7.5, 0.1% (w/v) deoxycholic acid, 1% Triton X-100, 500 mM NaCl, and 1 mM EDTA), LiCl Detergent Wash Buffer (10 mM Tris-HCl pH 8.0, 0.5% (w/v) deoxycholic acid, 0.5% NP-40, 250 mM LiCl, and 1 mM EDTA), and TE (pH 7.5). DNA was eluted in TE 2% SDS and crosslink reversed by incubation overnight at 65°C. DNA was then purified by Qiaquick columns (Qiagen) and quantified using PicoGreen (Invitrogen). 2-10 ng ChIP DNA was prepared for HiSeq2000 sequencing with TruSeq ChIP Sample Prep Kit (Illumina) following manufacturer instructions. For ChIP-qPCR analysis, DNA was amplified in Real-time RT-PCR reactions with FAST SYBR Green Master Mix (Applied Biosystems).

### RNA extraction and analysis

Total RNA was purified onto RNeasy columns (Qiagen) and treated on-column with DNase (Qiagen). Complementary DNA (cDNA) was produced using the reverse transcriptase ImPromII (Promega). 10 ng of cDNA were used for Real-time RT-PCR reactions with FAST SYBR Green Master Mix (Applied Biosystems).

For RNA-Seq, total RNA from 10^7^ cells was purified using Trizol (Invitrogen), treated with Turbo DNase (Ambion) and purified with RNA Clean XP (Agencourt). 5 μg of purified RNA were then treated with Ribozero rRNA removal kit (Epicentre) and ethanol precipitated. RNA quality and removal of rRNA were checked with the Agilent 2100 Bioanalyzer (Agilent Technologies). Libraries for RNA-Seq were then prepared with the TruSeq RNA Sample Prep Kits v2 (Illumina) following manufacturer instructions starting from the RNA fragmentation step.

### DNase I hypersensitivity

Genome-wide sequencing of DNase I hypersensitive sites (DNase I seq) was performed as described [53, 54]. Briefly, apoptotic cells were removed by separation through a Ficoll gradient and live cells were washed with PBS. Pipetting in the following steps was performed with cut tips to avoid DNA breaks due to pipetting force. Cells were resuspended in buffer A (15mM Tris-HCl pH 8, 15mM NaCl, 60mM KCl, 1mM EDTA pH 8, 0.5mM EGTA pH 8, freshly supplemented with 0.5mM spermidine and 0.15mM spermine). An equal volume of lysis buffer (buffer A with 0.1% NP-40) was added and the cells were incubated on ice for 10 min. Nuclei were pelleted, washed once with buffer A and then resuspended at a concentration of 50×10^6^ nuclei per ml. Then 10^7^ nuclei were diluted with an equal volume of 2X DNase I reaction buffer (Roche). DNase I (Roche, 04716728001) was added at increasing concentrations (0, 100, 200, 300, 400, 500 U ml^−1^) and DNA was digested for 10 min at 37°C. An equal volume of Stop buffer (50mM Tris-HCl pH 8, 100mM NaCl, 0.1% SDS, 100mM EDTA pH 8, freshly supplemented with 0.5mM spermidine, 0.15mM spermine and 10 μg ml^−1^ of RNase A) was added. Samples were incubated at 55°C for 30 min (220 r.p.m. agitation). Then 0.2 μg ml^−1^ of proteinase K was added and samples were incubated at 55°C overnight (220 r.p.m.). DNA was extracted using a standard phenol-chloroform extraction protocol, dissolved in 100 μl of TE (55°C, 2 h). Then 300 ng of DNA of each digested sample was checked on an agarose gel for the appearance of a smear of slightly digested DNA. Small molecular weight DNA was purified using AMPure beads (Agencourt AMPure XP Reagent, A63881). The digested DNA samples (100 μl) were supplemented with 50 μl of AMPure beads, 150 μl of 20% PEG buffer (20% PEG8000, 2.5M NaCl) and incubated for 15 min at room temperature. Beads were separated on a magnet, washed twice with 80% ethanol and small molecular weight DNA was eluted in 100 μl of 5.5% PEG buffer. The eluted DNA was purified once more (20 μl of beads; 120 μl of 20% PEG buffer) and after washing eluted in 20 μl of H_2_O. DNaseI performance was checked by qPCR and samples for sequencing were selected based on the highest signal-to-noise ratio based on selected genomic regions (with 200-300 U ml^−1^ of DNase I). Chosen samples were size-selected on an agarose gel, small molecular weight DNA ( < 500 bp) was eluted from the gel with a Qiagen Gel purification kit according to the manufacturer's instructions. Up to 10 ng DNA was prepared for HiSeq2000 sequencing with TruSeq ChIP Sample Prep Kit (Illumina) following the manufacturer's instructions.

### NGS data filtering and quality assessment

ChIP-seq and RNA-seq NGS reads sequenced with the Illumina HiSeq2000 were filtered using the fastq_masker (setting the options to −q 20 −r N) tools of the FASTX-Toolkit suite (http://hannonlab.cshl.edu/fastx_toolkit/). Their quality was evaluated and confirmed using the FastQC application (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Analysis of ChIP-seq data

ChIP-seq NGS reads were aligned to the mm9 genome through the BWA aligner [55] using default settings. Peaks were called using the MACS software (v1.4.1) [56], with the option ‘-p 0.00000001’, thus outputting only enriched regions with *p*-value < 10^−8^. Normalized read counts within a genomic region were determined as the number of reads per million of library reads (total number of aligned reads in the sequencing library). Peak enrichment was determined as log_2_(ChIP_w_/N_c_ - input_w_/N_i_), where ChIP_w_ is the read count on the enriched region in the ChIP sample, input_w_ the read count on the same region in the corresponding input sample, N_c_ is the total number of sequenced reads in the ChIP sample, and N_i_ is the total number of reads in the input sample.

### RNA-seq data analysis

RNA-Seq NGS reads were aligned to the mm9 mouse reference genome using the TopHat aligner (version 2.0.6) [57] with default parameters. In case of duplicated reads, only one read was kept. Read counts were associated to each gene (based on UCSC derived mm9 GTF gene annotations) using the featureCounts software [58] (http://bioinf.wehi.edu.au/featureCounts/) setting the options -T 2 -p -P. Absolute gene expression was defined determining RPKM as previously described [59], defining total library size as the number of reads mapping to exons only. Differentially expressed genes (DEGs) were identified using the Bioconductor [60] package DESeq2 [61] based on read counts, considering genes whose q-value relative to the control is lower than 0.05 and whose maximum expression is higher than RPKM of 1 in at least one replicate in the conditions considered. Quantification of relative levels of total mRNA was calculated on B and non-B cells RNA-Seq data from 4 *Trp53^+/+^* and 2 *Trp53^−/−^* mice in each condition.

### Other bioinformatic and statistical analyses

Bioinformatics and statistical analysis, including heatmaps, GeneOntology enrichment, and hierarchical clustering of RNA-Seq data were performed using R and Bioconductor packages [60].

### Motif search

Enriched motifs from the top 1000 p53 binding sites were determined *de novo* using MEME [37]. The inferred position weight matrix (PWM) described the p53 binding motif, composed by two decameric half sites. In order to account for the possibility of a spacer, an array of 15 PWMs was designed, containing a string of 1-15 uniformly distributed nucleotides between the two halves. The 600 bases flanking the p53 peaks summits were matched to the PWMs with FIMO [38]. When multiple copies of the p53 motif were identified, the peak was associated to the one with the lowest *p*-value, as calculated by FIMO.

### Primer Design and List of Primers

Primers for ChIP and mRNA analysis were designed using the primer design software Primer-BLAST [62] (Supplementary Table 2).

### Data access

We have uploaded the NGS datasets used in our paper onto the GEO archive under the accession number GSE71180.

## SUPPLEMENTARY MATERIAL TABLES

How the deposited data were processed for this re-analysis (not part of the article)

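The RNA-Seq files hold 24 samples of splenic B and non-B cells from mice of 8 weeks of age, with 4 *Trp53+/+* and 2 *Trp53-/-* samples for each cell type, either unstressed or 4 h after 7 Gy of IR. The condition and replicate of each sample were taken from the sample records and the paper. Only RNA-Seq files were available, so that the ChIP-Seq, DNase I, flow cytometry, immunoblot and RT-PCR results of the paper were not analysed here.

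The authors deposited RPKM values rounded to 3 decimals, 1 file per sample, for 21671 genes in the same order. As the paper's methods describe, the authors masked bases under a quality of 20, aligned the reads to mm9 with TopHat, kept 1 of each set of duplicated reads, counted reads per gene with featureCounts and divided by gene length and by the reads mapped to exons. The authors called DEGs from read counts with DESeq2. Counts are not in the files analysed here, and RPKM values do not suit a count model, so the test used here was that of limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a mean-variance trend) on log2(RPKM + 0.5). The other computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

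For each cell type, the 12 samples were fitted with 4 group means, and 3 contrasts were tested, IR against control in *Trp53+/+* cells, IR against control in *Trp53-/-* cells, and the difference between both. Genes entered with an RPKM above 1 in at least 1 of the 8 *Trp53+/+* samples, which left 13821 in B cells and 14018 in non-B cells. DEGs had an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change above 0.58, the thresholds of the paper. The p53-dependence rule was the 1.5-fold rule of Figure 5B. A further fit over the 16 *Trp53+/+* samples of both cell types tested the interaction of cell type and IR on 14598 genes. Single values were compared with exact permutation tests, and gene lists and overlaps with Fisher's exact test. Samples were clustered on Spearman distances with complete linkage, the linkage not being stated in the paper. Gene lists for cell division (131 genes), cell death (81 genes) and cell markers were written by hand before the values were seen. The genes named in the text were set by a rule written at the same time. They are the genes the paper names for their expression, the 5 p53-dependent genes with the largest fold change in each direction and cell type among those with all irradiated *Trp53+/+* samples beyond all control samples, the 3 DEGs with the largest opposite responses in B and non-B cells, and at most 5 genes of each list.

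The depth of each sample was estimated as the number of reads, in M (mega), at which the lowest RPKM values, multiplied by the exonic length of their gene, fall nearest to whole numbers. Lengths came from the GENCODE annotation of NCBIM37, the assembly that mm9 represents, and were found for 91.9% of the genes by symbol. Between 52.4% and 65.0% of the values used lay within 0.1 of a whole read, where chance gives 20%. The estimates ranged from 4.77 to 11.09 M reads. They are approximate, since the gene models of the authors were not available. A whole read on a gene of 2 kb is worth an RPKM between 0.0451 and 0.1048 at these depths, and an RPKM of 0 does not exclude expression below that.

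The scripts were tested on simulated data. RPKM values were drawn at the mean of the *Trp53+/+* controls and the depth of each real sample, with the same log-normal spread of 0.15 for every gene. In B cells, 200 genes were changed by a log2 fold change of 1.5, 100 of them in *Trp53+/+* cells only. No gene was changed in non-B cells. All 200 were called in the right direction, with 11 false DEGs among the other genes. All 100 genes made p53-dependent were called so, 1 of the other 100 was called p53-dependent by mistake, and the genotype difference was significant for 91 of the 100. The cell type interaction was recovered for 197 of the 200. The simulation does not cover changes near the threshold or the wide spread of some genes among the non-B samples. On the simulated values, the depth estimate was off by at most 0.0% with exact gene lengths and by at most 1.26% with 50% of the lengths distorted.

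Results were recomputed with those of 18 alternatives set beforehand that apply to them, and in 24 fits that each left out 1 sample. The alternatives were pseudocounts of 0.1 and 1, no expression filter or an RPKM above 1 in 4 samples, median-ratio scaling, quantile normalization, the replicate number as a block, *Trp53+/+* samples fitted alone, *Trp53+/+* replicates 1 and 2 or 3 and 4 alone, an adjusted p under 0.01, no threshold or a threshold of 1 on the log2 fold change, a significant genotype difference or a factor of 2 for p53 dependence, average linkage, Pearson distances and genes with an RPKM above 1 in all samples. A further 3 alternatives were added after the values were seen, an RPKM above 5, the mean RPKM of receptor genes of each sample as a covariate, and the exclusion of 227 genes near the ceiling set by the removal of duplicates. Samples with equal replicate numbers were not taken as paired in the main fits, since neither the paper nor the sample records say that they are.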

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

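The gene lists, the named-gene rule, the fits and the alternatives were set before the processed files arrived, and predictions made only after a result was seen are marked as such below. Among 244 groups of 4 *Trp53+/+* samples tested for a sample far from the others (1 measure in 1 group each), 19 were flagged, where chance gives 12.2, so that single flags below carry little weight. The pattern that stands out is that of sex-linked genes. *Xist* measured an RPKM of 0.82 in replicate 4 of irradiated B cells, 0.617 in replicate 4 of control non-B cells and 0.787 in replicate 4 of irradiated non-B cells, against at least 78.4 in the other replicates of these groups, and *Ddx3y* measured 34.324, 31.646 and 33.009 in the same samples and at most 0.08 in the others. By these genes, 13 samples came from female and 11 from male mice. All 8 *Trp53-/-* samples were male, and 3 of the 16 *Trp53+/+* samples. The 4 *Trp53+/+* control B cell samples were all female, so that replicate 4 of the B cell controls and replicate 4 of the non-B controls cannot both come from the mouse their number would imply, unless samples were exchanged. The sex of the mice used for RNA-Seq is not given in the paper. The number of male samples differs by 1 between irradiated and control *Trp53+/+* B cells and is equal in non-B cells, so that sex may contribute to the B cell DEGs. Leaving out single samples, the male one included, kept the B cell DEGs between 3241 and 3518. Sex and genotype are almost fully confounded, and the p53-dependent shares compare changes within each genotype.

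The other flagged samples concern single genes. In irradiated non-B cells, *Mdm2* was 70.839 in replicate 4, *E2f4* 42.034 in replicate 1, *Crisp3* 0.247 in replicate 3, *Cldn13* 3.957 in replicate 1 and *Ckap2* 17.832 in replicate 4. In irradiated B cells, *Mir374b* was 2.921 in replicate 3 and *Pklr* 0.404 in replicate 1. Among controls, replicate 4 of B cells had 0.192 for *Dnm3*, 3.139 for *Slc22a12* and 28.523 for *Mir15a*, replicate 3 of B cells had 0.71 for *Gpr56*, and in non-B cells *Gm16432* was 0.378 in replicate 3 and a gene of the strongly induced set, at 0 in the other controls, 0.233 in replicate 2. Several of these values are a few reads at the depth of the samples. *Mir15a* and *Mir374b* are shorter than the fragments of an RNA-Seq library, so that their RPKM rests on few reads. No biological explanation was tested for these flags.

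The response to IR differed between B and non-B cells for 4083 genes in *Trp53+/+* samples (interaction of cell type and IR in limma, adjusted p under 0.05). With cell type means removed, the real labels gave 3973 genes. Cell type labels were then drawn at random within each treatment. Among 100 draws, the real one included, the next largest number was 468. The largest opposite responses were those of *Gpr56*, *Grb10* and *Dctd*, with differences between B and non-B cells of 3.28, 3.11 and 2.85 on the log2 scale. *Trp53* itself differed by 0.745, rising by 0.42 in B cells and falling by 0.33 in non-B cells on the log2 scale, with every irradiated sample beyond every control sample in both directions. Part of the difference between cell types may come from the cells that each sorted fraction contains, since erythroid markers had a median log2 fold change of -1.83 in *Trp53+/+* non-B cells and -1.11 in *Trp53+/+* B cells, and this could not be told apart from a loss of erythroid cells.

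Irradiation of *Trp53-/-* B cells changed 3355 genes, which the paper treats only through the DEGs of *Trp53+/+* cells. Of 1680 genes past the thresholds in *Trp53-/-* but not in *Trp53+/+* B cells, 812 also had a genotype difference with an adjusted p under 0.05, 576 of them up- and 236 down-regulated without p53. In both irradiated *Trp53-/-* samples every one of the 812 genes moved in that direction, with a median change of 0.93 and 0.82, whereas the median in the 4 irradiated *Trp53+/+* samples ran from 0.10 to 0.21. The selection of genes on these same samples makes the full agreement of their directions uninformative. A difference in sex between genotypes was weighed after the result was seen. In the only male irradiated *Trp53+/+* B cell sample, the median change in the direction of *Trp53-/-* cells was 0.198, above that of 2 of the 3 female samples (0.121, 0.102 and 0.208) and far below the median of 0.874 in *Trp53-/-* cells. With 1 male sample, a contribution of sex cannot be excluded. The cell division list was enriched among the 576 up-regulated genes, with 17 of 130 genes (odds ratio 3.5, 95% confidence interval 2.0 to 6.0, Fisher's exact test, p = 2.8e-05). With 2 *Trp53-/-* mice per group, a difference between litters or batches cannot be excluded, and a response that p53 holds back in *Trp53+/+* B cells is only a hypothesis. In non-B cells, 48 genes met the same rule.

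Between unstressed *Trp53-/-* and *Trp53+/+* samples, 7 genes differed in B cells and 6 in non-B cells (limma, adjusted p under 0.05 and absolute log2 fold change above 0.58), 9 different genes in all and 4 in both cell types. Of the 13 calls, 0 lie on the X or Y chromosome, which does not speak against sex, since even *Xist* and *Ddx3y* were not called between unstressed *Trp53-/-* and *Trp53+/+* B cells (adjusted p of 0.22 and 0.30 from limma). The fit gives such genes a large spread, because 1 irradiated *Trp53+/+* sample is male. Male and female *Trp53+/+* samples were compared for 2 of the 9 genes, a prediction made after the genes were seen. The male samples lay with the female ones in 4 of 4 comparisons. Of the other genes, *Trp53* measured 49.0 in the male unstressed non-B and 63.0 in the male irradiated B cell sample, both *Trp53+/+*. Both values lay within the female range and above the *Trp53-/-* samples of the same group (at most 25.0 and 41.8). In irradiated non-B cells the genotypes overlapped. Sex cannot be excluded for the remaining genes. Of the 13 calls, 5 lie on chromosome 11, where *Trp53* also lies, among them *Trp53* itself in both cell types. A strain difference around the targeted locus was not tested, since the files hold no sequence.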

How the results depend on the processing

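The 147 results were each recomputed under those of 18 alternatives chosen before and 3 chosen after the values were seen that apply to them, and without each of the samples they use. Of the 22 main results, the clustering by cell type did not change, and the enrichment of the cell death list and the distances between treatments kept their direction and stayed past the threshold of their test. The distances themselves rose to 0.0966 in B cells and 0.0444 in non-B cells with genes above an RPKM of 1 in all samples. Outside the fits without 1 sample, the values of the main results under single alternatives moved in 49 cases and were weaker in 2, and those of the other results were unchanged in 1369 cases, moved in 77, weaker in 15 and stronger in 4.

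Thresholds moved the DEG counts of B cells most. Without a fold change threshold, there were 7084 DEGs in *Trp53+/+* B cells (3515 up, 3569 down), 5547 in *Trp53-/-* B cells and 2615 in *Trp53+/+* non-B cells (1222 up, 1393 down), with 18.96% and 53.5% p53-dependent in B and non-B cells. With a log2 fold change above 1, these numbers were 1332 (783 up, 549 down), 1415 and 637 (394 up, 243 down), with 48.12% and 89.64% p53-dependent, 37 DEGs in *Trp53-/-* non-B cells, and 198 and 31 p53-dependent genes up- and down-regulated in both cell types. At an adjusted p under 0.01, 1104 genes in B and 242 in non-B cells had a genotype difference, *Trp53+/+* non-B cells had 670 DEGs (440 up, 230 down) and *Trp53-/-* non-B cells 0, 31 genes were p53-dependent and down-regulated in both, and 2287 genes differed between cell types. Many changes lie close to a threshold, so that the counts follow it.

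Requiring a significant genotype difference left 21.26% and 30.41% of the DEGs p53-dependent in B and non-B cells, 220 up- and 15 down-regulated in both, and an odds ratio of 1.03 for the cell division list in non-B cells. The test rests on 2 *Trp53-/-* samples per group. With the same sample numbers it passed for 67.04% of the p53-dependent DEGs in B cells, so that the sample number alone does not account for the fall in non-B cells. Cell division genes varied widely among non-B controls, which could explain the fall. A factor of 2 gave 17.98% and 46.34%, and 30 genes down-regulated in both.

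With *Trp53+/+* replicates 1 and 2 alone, 41.35% of the B cell DEGs were p53-dependent, *Trp53+/+* non-B cells had 482 up- and 1016 down-regulated genes and *Trp53-/-* non-B cells 24 DEGs. With replicates 3 and 4 alone, *Trp53+/+* non-B cells had 292 down-regulated genes. *Trp53+/+* non-B controls 1 and 2 were apart from 3 and 4 in the clustering, which could explain these changes. The DEGs of *Trp53-/-* non-B cells numbered 30 without an expression filter, 36 after quantile normalization and 17 with the replicate number as a block. The block left the other counts within 1.5 times, with 3447 DEGs in *Trp53+/+* B cells and 1565 in *Trp53+/+* non-B cells, and raised the odds ratio of the cell division list in non-B cells to 37.5.

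The mean RPKM of receptor genes as a covariate, chosen after the values were seen, gave 536 DEGs in *Trp53+/+* non-B cells (359 up, 177 down) and 381 genes with a genotype difference. It also gave an odds ratio of 2.27 for the cell division list in non-B cells and 24 p53-dependent genes down-regulated in both cell types. The covariate is high only in irradiated samples, so that it could take up part of the effect of IR. This holds for B cells as well, where the main results stayed within 1.5 times. It therefore does not by itself explain the lower numbers in non-B cells.

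Leaving out single samples gave from 1257 to 2691 genes with a genotype difference in B cells and from 307 to 1347 in non-B cells, from 918 to 1425 DEGs and from 351 to 733 down-regulated genes in *Trp53+/+* non-B cells, from 0 to 49 DEGs in *Trp53-/-* non-B cells, and from 48 to 107 p53-dependent genes down-regulated in both. *Ccnf* in non-B cells changed sign, with a log2 fold change of 0.099 in the main fit and of -0.235 and -0.198 without control replicate 3 or 4, in a range from -0.235 to 0.416. At the depth of the shallowest sample, 1 read on a gene of 2 kb is worth an RPKM of 0.1048, which limits the fold changes of genes near an RPKM of 1.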

Differences from the paper's values

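The paper's values were compared with the main fits for 22 measures, 4 stated in its text and 18 read by eye from Figure 5. None differed by more than both the jackknife standard error and a factor of 1.5. The paper's numbers of DEGs are 3552 in B cells and 1759 in non-B cells, where the limma fits gave 3415 and 1381, and the paper's p53-dependent shares are 38% and 81%, where the fits gave 31.7% and 76.9%. The largest ratio was that of the p53-dependent genes down-regulated in both cell types, about 140 in Fig. 5D, read by eye, and 81 here with a jackknife standard error of 64.6. For p53-dependent genes down-regulated in non-B cells the figure shows about 630 in Fig. 5D, read by eye, and the fits gave 412. Under the alternatives set before the files arrived the number down-regulated in both ran from 15 with a significant genotype difference required to 111 with the replicate number as a block.

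The paper describes p53-dependent genes as the most significantly regulated in both directions. In B cells, p53-dependent genes were 18 of the 100 down-regulated genes with the smallest p-values here and 18.98% of all down-regulated DEGs, and their median adjusted p was 5.9e-04 against 1.7e-04 for p53-independent genes. The paper takes its new targets as responding in both cell types, and reports RT-PCR support for most of them but no detection of *Slc22a12* by RT-PCR. In non-B cells, *Slc22a12* did not pass here (log2 fold change 0.81, adjusted p = 0.078 from limma) and *Gm16432* stayed under an RPKM of 1, and in B cells *Gm16432* did not meet the 1.5-fold rule.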

Other observations

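The DEG counts were compared with those of other splits of the samples. Of the 35 splits of the 8 *Trp53+/+* B cell samples into 4 and 4, only 1, the real one, gave as many DEGs as the 3415 observed, the next largest number being 1. Of the 35 splits of the *Trp53+/+* non-B samples, again only 1 gave as many as 1381, and the next largest number was 42.

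Irradiated samples contain reads on genes that are silent elsewhere. In 6 irradiated *Trp53+/+* samples more than 10% of olfactory and vomeronasal receptor genes had an RPKM above 0, against at most 3.01% in controls. Deeper sequencing, weighed after the reads were seen, is not a likely source, since only 1 of these 6 samples was deeper than the median of all samples. Genomic DNA in the libraries was tested by sex, as a prediction made after the reads were seen. Over 2571 autosomal and 225 X-linked genes with an RPKM of 0 in every control, the ratio of the mean RPKM on X to that on autosomes was 0.73 to 0.86 in the 4 female samples and 0.23 and 0.30 in the 2 male samples. The ratio was lower in males, which DNA would explain. All 6 ratios were below the values of about 1 in females and 0.5 in males that DNA alone would give, but for 3 samples the 95% interval from redrawn genes included that value (0.58 to 1.09 and 0.54 to 1.31 in females, 0.13 to 0.505 in a male). DNA and transcription of silent regions cannot be told apart. In a further test chosen after the reads were seen, raising every sample to the highest background gave 3370 DEGs in B cells and 1361 in non-B cells. This adds at most an RPKM of 0.113, too little to move most tested genes, and carries little weight. With the mean RPKM of receptor genes as a covariate, there were 3419 DEGs in B cells but 536 in non-B cells. In non-B cells an influence of these reads, or of what comes with them, thus cannot be excluded. Because only irradiated samples carry this signal, a batch effect and an effect of IR on the libraries cannot be told apart.

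The highest RPKM of each sample stayed within a narrow range, from 157.2 to 307.4. Multiplied by the depth, no gene exceeded 1945 reads per kilobase, below the 2000 that 1 read per start position and strand would allow. This fits the removal of duplicated reads that the paper describes, and it may compress the fold changes of the most abundant mRNAs. Among the 100 genes near this ceiling in B cells, the median log2 change was 0.36 in the shallowest irradiated sample (4.77 M reads) and 0.00 in the deepest (7.76 M reads). The prediction was written after the range was seen.

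Erythroid markers fell after IR in *Trp53+/+* cells, with 26 of 29 tested genes lower in B cells and 28 of 29 in non-B cells. Their median log2 fold change was -1.11 in *Trp53+/+* B cells and -0.24 in *Trp53-/-* B cells, and -1.83 in *Trp53+/+* and -0.34 in *Trp53-/-* non-B cells. None of 1000 draws of genes of similar expression fell as far in either cell type. The amounts were however spread more widely than those of drawn genes, with an SD of 0.80 against 0.69 in B cells and 1.26 against 0.48 in non-B cells, so that a uniform loss of erythroid cells and a change of erythroid genes within cells cannot be told apart. B-cell markers fell by a median of 0.59 in *Trp53+/+* non-B cells, 19 of 20 genes being lower, and rose by 0.08 in *Trp53-/-* non-B cells. The fall exceeded that in *Trp53+/+* B cells by 0.38, a median difference of -0.379 on the log2 scale, but the per-sample changes did not separate both cell types (exact permutation test, p = 0.143), and a loss of contaminating B cells from the non-B fraction remains possible.

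The comparison of p53-dependent with p53-independent fold changes is affected by the definition, since a gene with a larger fold change in *Trp53+/+* cells meets the rule more easily. Shuffling the *Trp53-/-* fold changes among DEGs of the same direction gave as large a difference in medians in 193 of 1000 shuffles for up-regulated genes of B cells, 845 of 1000 for those of non-B cells, and 1000 of 1000 for the down-regulated genes of each cell type. The larger fold changes of p53-dependent DEGs may thus follow from the rule itself.

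The labels of the *Trp53-/-* samples were checked against *Trp53*. Its RPKM was 21.6 to 25.0 in unstressed *Trp53-/-* samples and 43.4 to 49.5 in unstressed *Trp53+/+* samples. In irradiated non-B cells, 1 *Trp53-/-* sample of 8 in all (36.4) lay inside the range of *Trp53+/+* samples (35.0 to 38.6), so that this gene alone does not exclude a mislabelled sample. The *Trp53* transcript of *Trp53-/-* mice may remain detectable from the targeted allele and rises after IR. A pair of genes chosen from the unstressed samples, after they had been seen, separated all irradiated *Trp53-/-* from all irradiated *Trp53+/+* samples in 4 of 4 comparisons, and *Cdkn1a* did not exceed an RPKM of 2.63 in irradiated *Trp53-/-* samples, against at least 69.59 in irradiated *Trp53+/+* samples.

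With 2 *Trp53+/+* replicates per group, the ratio of *Trp53+/+* to *Trp53-/-* DEGs was at least 0.952 in B cells and 16.4 in non-B cells, so that the low number of DEGs in *Trp53-/-* non-B cells is unlikely to follow from the number of replicates, while in B cells the counts of both genotypes were alike in any case. Gene length had a Spearman correlation across genes with the *Trp53+/+* log2 fold change of -0.107 in B cells and 0.020 in non-B cells, under an absolute value of 0.2, so that gene length is not a likely cause of the direction, for the 92.1% and 92.2% of tested genes with a length.

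Whether samples with equal replicate numbers are related was checked through the residual profiles of *Trp53+/+* samples. The mean correlation across genes between equally numbered control and irradiated B cell samples was 0.052, against -0.017 for other pairs (exact permutation test over 24 orders, p = 0.0417), and in non-B cells 0.259 against -0.087 (p = 0.0833, exact). Between B and non-B samples the values were 0.135 against -0.044 in controls (exact p = 0.25) and 0.119 against -0.040 after IR (exact p = 0.167).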
